# TUT‐DIS3L2 is a mammalian surveillance pathway for aberrant structured non‐coding RNAs

**DOI:** 10.15252/embj.201694857

**Published:** 2016-09-19

**Authors:** Dmytro Ustianenko, Josef Pasulka, Zuzana Feketova, Lukas Bednarik, Dagmar Zigackova, Andrea Fortova, Mihaela Zavolan, Stepanka Vanacova

**Keywords:** DIS3L2, ncRNAs, RNA surveillance, TSSa, uridylation, RNA Biology

## Abstract

Uridylation of various cellular RNA species at the 3′ end has been generally linked to RNA degradation. In mammals, uridylated pre‐let‐7 miRNAs and mRNAs are targeted by the 3′ to 5′ exoribonuclease DIS3L2. Mutations in DIS3L2 have been associated with Perlman syndrome and with Wilms tumor susceptibility. Using *in vivo* cross‐linking and immunoprecipitation (CLIP) method, we discovered the DIS3L2‐dependent cytoplasmic uridylome of human cells. We found a broad spectrum of uridylated RNAs including rRNAs, snRNAs, snoRNAs, tRNAs, vault, 7SL, Y RNAs, mRNAs, lncRNAs, and transcripts from pseudogenes. The unifying features of most of these identified RNAs are aberrant processing and the presence of stable secondary structures. Most importantly, we demonstrate that uridylation mediates DIS3L2 degradation of short RNA polymerase II‐derived RNAs. Our findings establish the role of DIS3L2 and oligouridylation as the cytoplasmic quality control for highly structured ncRNAs.

## Introduction

Post‐transcriptional modification of RNAs, by oligonucleotide addition at the 3′ termini (tailing) or by base modification, has a key function in embryogenesis, cell differentiation, circadian rhythm, immunity, and disease (reviewed in Lee *et al*, 2014). Uridine (U)‐tailing generally results in RNA degradation (Lee *et al*, 2014). In mammalian cells, the two best‐characterized roles of U‐tailing are in the regulation of let‐7 miRNA processing (Heo *et al*, 2008, 2009, 2012; Hagan *et al*, 2009; Nam *et al*, 2011; Thornton *et al*, 2012) and the degradation of replication‐dependent histone mRNAs in the late S‐phase of the cell cycle (Mullen & Marzluff, 2008; Schmidt *et al*, 2011; Su *et al*, 2013; Slevin *et al*, 2014). Comprehensive profiling of RNA modifications requires targeted approaches, which only recently have been developed. Initial transcriptome‐wide studies revealed the presence of one to three uridine residues on several non‐coding RNAs in human ES cells (Choi *et al*, 2012), and more recently, monouridylation of shortened poly(A) tails was implicated in mRNA turnover in yeast and human cells (Rissland & Norbury, 2009; Malecki *et al*, 2013; Lim *et al*, 2014). However, non‐templated uridylation does not always lead to RNA degradation. On the contrary, monouridylation of certain pre‐miRNAs facilitates DICER processing (Heo *et al*, 2012) and oligouridylation of U6 snRNA is an integral part of U6 maturation (Lund & Dahlberg, 1992; Tazi *et al*, 1993).

At least four mammalian enzymes known as terminal uridyltransferases (TUTs), TUT1/4/7 and GLD‐2, have the potential to add non‐templated UMPs to 3′ RNA termini (reviewed in Lee *et al*, 2014; Scott & Norbury, 2013). For this activity, they often associate with co‐factors. For example, TUT4 and TUT7 processivity is enhanced upon association with LIN28A/B (Hagan *et al*, 2009; Heo *et al*, 2009; Thornton *et al*, 2012), whereas GLD‐2 forms a complex with GLD‐3 (Kwak *et al*, 2004). In contrast to the family of TUTases, which seems to be relatively large, only two nucleases that specifically target uridylated tails have been found to date in mammalian cells. They are ERI1/HEXO1, which acts on uridylated histone mRNAs to induce replication‐dependent decay (Hoefig *et al*, 2013) and DIS3L2, which degrades uridylated precursors of let‐7 miRNA (Chang *et al*, 2013; Ustianenko *et al*, 2013). Recent studies suggested a broader spectrum of DIS3L2 targets in the context of various stresses. Upon viral infection, TUTase and DIS3L2 are involved in template‐dependent miRNA degradation (TDMD) (Haas *et al*, 2016) and in the decay of improperly processed ncRNAs (Eckwahl *et al*, 2015). Moreover, DIS3L2 targets uridylated mRNA cleavage products in apoptotic cells (Abernathy *et al*, 2015; Thomas *et al*, 2015). The crystal structures of mouse and yeast DIS3L2 have revealed unique residues that allow for the specific recognition of the uridine stretches as well as for its ability to process structured substrates, which is due to the specific shape of its RNA binding funnel (Faehnle *et al*, 2014). Interestingly, DIS3L2 is highly processive on structured RNA substrates *in vitro* (Lubas *et al*, 2013; Ustianenko *et al*, 2013).

Several members of these RNA surveillance pathways have been linked to human disease. Elevated expression of LIN28A and TUT4 has been observed in several types of carcinomas (Hallett & Hassell, 2011; Zhou *et al*, 2013). Loss‐of‐function germline mutations in the *DIS3L2* gene lead to the Perlman syndrome (Astuti *et al*, 2012). Disruption of *DIS3L2* and mutations in the microprocessor complex components in these patients also seems to increase the incidence of Wilms and bilateral tumors (Morris *et al*, 2013; Wegert *et al*, 2015). In cellular models, impairment of DIS3L2 function leads to severe cell cycle defects (Astuti *et al*, 2012). The mechanisms causing these DIS3L2 mutation‐linked phenotypes are currently unknown.

In a previous study (Ustianenko *et al*, 2013), we have demonstrated that the catalytic site mutant of DIS3L2, D391N, efficiently binds uridylated RNAs *in vitro* and *in vivo*. In this work, we used D391N as bait to comprehensively identify the *in vivo* targets of DIS3L2 by cross‐linking and immunoprecipitation followed by sequencing (CLIP‐seq) in HEK293T‐Rex cells. We thereby identified an extensive set of uridylated RNAs including non‐coding RNAs such as the small nuclear (sn)RNAs, ribosomal (r)RNAs, transfer (t)RNAs, long non‐coding (lnc)RNA, vault RNAs, Y RNAs, micro(mi)RNAs, mRNAs, and transcription start site‐derived RNAs from protein‐coding gene loci. Together with the biochemical evidence presented here as well as what we previously demonstrated, these data indicate that TUT‐DIS3L2 are part of a general mechanism of cytoplasmic RNA surveillance and degradation in mammalian cells.

## Results

### CLIP‐seq identification of uridylated RNAs bound by mutant DIS3L2

To identify DIS3L2 RNA targets, we performed CLIP‐seq analysis with the catalytically inactive DIS3L2 mutant, D391N (Ustianenko *et al*, 2013), stably integrated in the HEK293T‐Rex cell line (Fig 1A). Initial inspection of the sequenced reads revealed that more than 10% possessed 3′‐terminal oligo(U) stretches of median length 6–8 nucleotides (Fig 1B). Whereas homomeric stretches of 1–3 A, C, or G nucleotides occurred with similar frequencies at the end of the reads, longer homomeric stretches consisted only of uridines (Fig 1B). Consistent with the post‐transcriptional modification of DIS3L2 targets, 70% of the reads did not map to the human genome (hg19). Thus, to comprehensively annotate these targets, we trimmed the oligo(U) tails from the reads and remapped them to the genome (Fig EV1A). Functional annotation of the reads that had clear evidence of non‐templated uridylation revealed that the DIS3L2 D391N binds a broad spectrum of U‐tailed (U+) RNAs (Figs 1C and EV1B, and Table EV1). The highest percentage (26%) of U+ reads belonged to the miscellaneous RNA (miscRNA) category, which includes vault RNA, 7SK, Y RNAs, and RNaseP. The other U+ reads mapped to Pol I rRNA (20%), snRNA (16%), mRNA (11%), 5S rRNA (10%), tRNA (6%), miRNA (7%), snoRNA (2%), and lincRNA (< 0.5%) (Figs 1C and EV1B). Although the oligo(U) tails were typically 6–8 nucleotides in length (Fig 1B), the average length differed between the target classes (Fig EV1C). Whereas for many classes of RNAs, the U+ reads mapped in the proximity of the 3′ end of the mature molecule (Fig 1C), in some snoRNAs, mRNAs and lincRNAs U+ reads mapped in the proximity of their 5′ ends (Fig 1C and see the last paragraph of the Results for more details).

**Figure 1:**
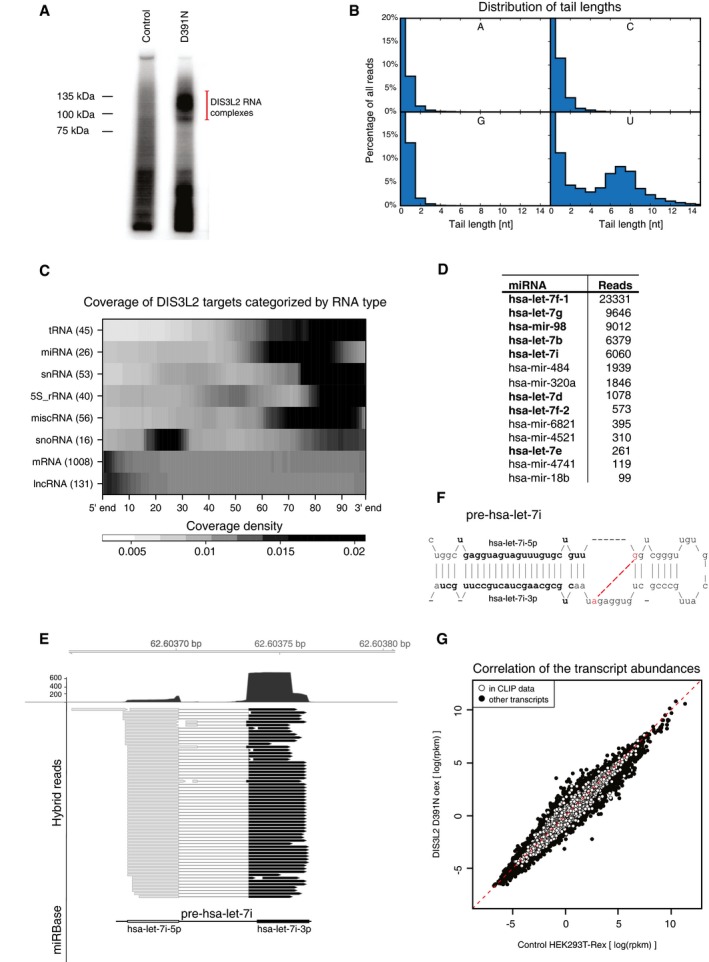
DIS3L2 CLIP identifies broad repertoire of uridylated RNAs SDS–PAGE analysis of the D391N DIS3L2‐RNA complexes. RNAs were radioactively labeled at the 5′ end, and DIS3L2‐bound RNAs were detected by autoradiography. The negative control was performed with HEK293T‐Rex cells (Control)DIS3L2 CLIP reads possess oligo(U) 3′ termini. Histograms of reads with 3′‐terminal stretches of identical nucleotides. Only oligo(U) tails longer than four nucleotides are observed.The untemplated uridylation is mostly found in the proximity of mature 3′ RNA ends. The heat map shows the coverage of various RNA types by uridylated reads. RNA class and number of uridylated genes/transcripts for each category are indicated at the left. The length of each mature RNA was scaled to 100%.List of DIS3L2‐bound uridylated miRNAs with the number of uridylated reads identified in all three replicate CLIPs. Members of the let‐7 family are shown in bold.Identification of hybrid reads consisting of the 5′ and 3′ arm of pre‐let‐7 miRNA. Profile of read coverage along the pre‐let‐7 genomic locus is indicated above.Secondary structure of pre‐hsa‐let‐7i, with both 5p and 3p mature products highlighted in bold. The intramolecular ligation position is indicated in dash line between nt 28 and 61. It corresponds to cleavage positions of RNaseT1, which leaves 3′‐terminal guanosine residues. D391N DIS3L2 overexpression does not cause abundance changes of CLIPed uridylated RNAs. Scatter plot of transcript abundances estimated from RNA‐seq from the cell line overexpressing D391N DIS3L2 and control HEK293T‐Rex cells. CLIPed transcripts are marked in white.

**Figure EV1:**
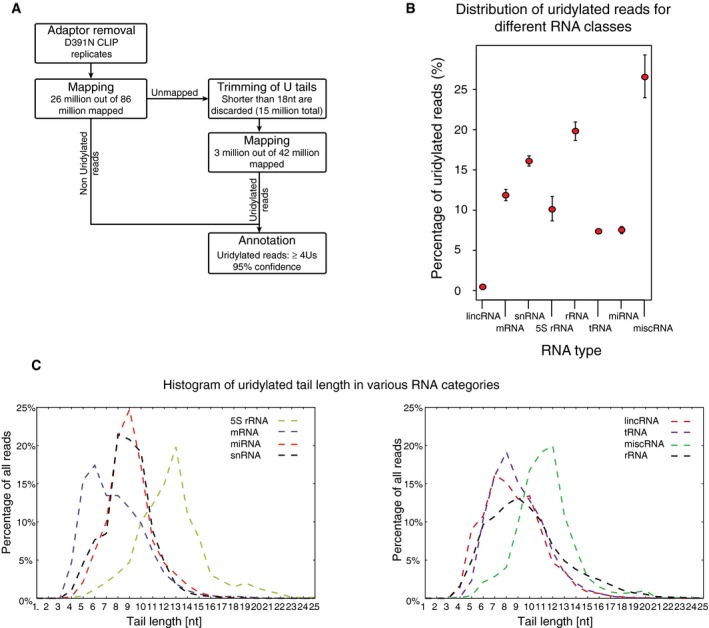
Analysis of D391N DIS3L2 CLIP Schematic representation of CLIP data analysis.Percentage of uridylated reads with at least 4Us for various functional categories of RNAs.Distribution of untemplated oligo(U) extension lengths for reads in various RNA annotation categories.

The majority of DIS3L2‐bound miRNAs belonged to the let‐7 family (Fig 1D and Table EV1), in line with the previously reported role of TUT‐DIS3L2 in pre‐let‐7 turnover (Hagan *et al*, 2009; Chang *et al*, 2013; Ustianenko *et al*, 2013). Interestingly, a modified mapping protocol (see Materials and Methods) revealed chimeric reads corresponding to ligated 5′ and 3′ arms of pre‐let‐7 in our CLIP‐seq data (Fig 1E and F), which demonstrates that DIS3L2 binds to folded pre‐miRNAs *in vivo*. Our data further revealed an expanded repertoire of U+ pre‐miRNA targets, most of which lack an identifiable LIN28A binding motif (Table EV1).

To determine whether DIS3L2 affects the stability of its targets, we compared the transcriptome of D391N‐expressing and the control HEK293T‐Rex cells by RNA‐seq. 

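The RNA-seq compared 3 libraries of D391N-expressing cells with 3 libraries of control HEK293T-Rex cells. HEK293T-Rex is a human embryonic kidney line that carries the tetracycline repressor, so that doxycycline switches on an integrated construct, and D391N is DIS3L2 with a substitution in its catalytic site. The sample labels name the line HEK293. The paper's methods give 100 ng/ml doxycycline for 24 h to induce the DIS3L2 constructs, and its text does not say whether the control cells of the RNA-seq received it. All D391N libraries came from 1 cell line and all controls from another, so that effects of the construct and of the line cannot be separated. The paper's methods put 3 libraries in 1 sequencing lane without naming them, so an effect of the lane may also coincide with condition. The authors aligned reads of rRNA-depleted RNA with Segemehl to Ensembl transcripts and deposited, for each of 207167 transcripts and each library, the BitSeq estimate of the natural log of RPKM (reads per transcript length and library size) and its posterior variance. BitSeq divides reads that match several transcripts among them, so the levels of isoforms and of near-identical gene copies depend on each other. Read totals were not used here, and depth was taken relative to control replicate 2 from the level at which transcripts without reads are listed. It was 0.726, 0.623 and 0.809 in D391N replicates 1, 2 and 3 and 0.948 and 0.673 in control replicates 1 and 3. By the posterior variance, which also rises where reads match several transcripts, 54.9% of the transcripts had the precision of fewer than 3 reads in every library. RPKM values were changed to log2(RPKM + 0.1), which shrinks the fold changes of low transcripts, and the 54671 transcripts with a mean of at least 1 RPKM over the 6 libraries were compared by limma with Benjamini-Hochberg adjustment.
Reads from the construct count toward DIS3L2 (ENSG00000144535; chromosome 2 of GRCh37, 232825955 to 233209060, + strand). Summed over its 5 tested transcripts, DIS3L2 was at 366, 461 and 507 RPKM in D391N replicates 1, 2 and 3 and at 8.75, 9.93 and 11.4 RPKM in control replicates 1, 2 and 3. The means were 445 ± 72.0 RPKM (SD, n = 3) and 10.0 ± 1.35 RPKM (SD, n = 3), and the log2 fold change was 5.46 (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The rise came from 3 of the transcripts. ENST00000441279 had a log2 fold change of 4.95 (standard error 0.36, limma adjusted p = 0.021). ENST00000409307 and ENST00000464554, with the precision of fewer than 3 reads in each control library, were at least 349-fold and at least 150-fold higher. The other tested transcripts, ENST00000273009 and ENST00000409401, had log2 fold changes of -0.83 and -0.033 (adjusted p = 0.368 and 0.968).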

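Of the 54671 transcripts, 33 had an adjusted p under 0.05, 22 of them lower and 11 higher in D391N-expressing cells, and 9624 had an unadjusted p under 0.05. This count rested on the libraries used: without D391N replicate 1 it was 4961, and without any other single library it was between 2 and 17. The median log2 fold change was -0.072, and 54.2% of the transcripts were lower in D391N-expressing cells. RPKM is relative to library size, so a fall of all RNA alike cannot show in these values. The median deviation from the mean of the 6 libraries was -0.0044, 0.027 and -0.058 in the D391N libraries and 0.056, 0.11 and -0.015 in the controls (two-sided exact permutation test, p = 0.30). In these values the libraries of the conditions overlap. With a mean of at least 0.1 RPKM the median was -0.073 and each D391N library was below each control (exact permutation p = 0.10). It was -0.039 without D391N replicate 3 or without control replicate 2, and -0.11 without control replicate 3 (exact permutation p = 0.10, the smallest possible). It was 0.0081, in the other direction, over transcripts with a mean of at least 5 RPKM, and 0.015 with no filter on low values. Across transcripts, which are not independent replicates, the mean levels of the 2 conditions had a Pearson r of 0.818 and a Spearman rho of 0.760. Between replicates of 1 condition r lay between 0.659 and 0.799 for D391N and between 0.891 and 0.918 for the controls.
The CLIPed targets were taken from Table EV1, which lists 1533 windows where the paper's Appendix counts 2991, and whether windows are missing from the list used here was not determined. Of its 1385 transcript identifiers, 1231 are in the RNA-seq table and 740 were among the transcripts tested. Its tRNAs and miRNAs have no transcript there. None of the 740 targets passed the threshold, 0 also when adjusted over the list alone, while 153 had an unadjusted p under 0.05. Without D391N replicate 1, 61 targets passed, 49 of them lower and 12 higher in D391N-expressing cells, and 59 when adjusted over the list alone. With pseudocount 1, 2 targets passed, both lower, and 6 when adjusted over the list alone. These counts by setting were made after the data were seen. The difference of the median log2 fold changes, targets minus the 53931 other transcripts, was -0.16. The targets lay relatively lower in each D391N library (-0.037, -0.28 and -0.011) than in each control library (0.094, 0.059 and 0.078; two-sided exact permutation test, p = 0.10). Without D391N replicate 2 the difference was -0.087. With the correlation between transcripts estimated from the data, limma's camera test gave p = 0.215 for the 740 targets; the result depends on that correlation, since a preset correlation of 0.01 gave p = 0.010 and limma's fry test gave p = 0.019. With replicate number as a block in the model, fry gave p = 0.076 and the preset correlation p = 0.013. The median log2 fold change of the 740 targets, without subtraction of other transcripts, was -0.23. All 10000 lists of other transcripts matched on mean level had a higher median (95% of the lists between -0.10 and 0.015). The lists were drawn as if transcripts were independent. Their spread leaves out the correlation between transcripts, so this comparison cannot serve as a test of the targets. Changes over 2-fold were found in 20.9% of the targets (95% Wilson interval 18.2% to 24.0%, which treats transcripts as independent) and in a median of 23.0% of the transcripts of matched lists.

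**Figure D1:**
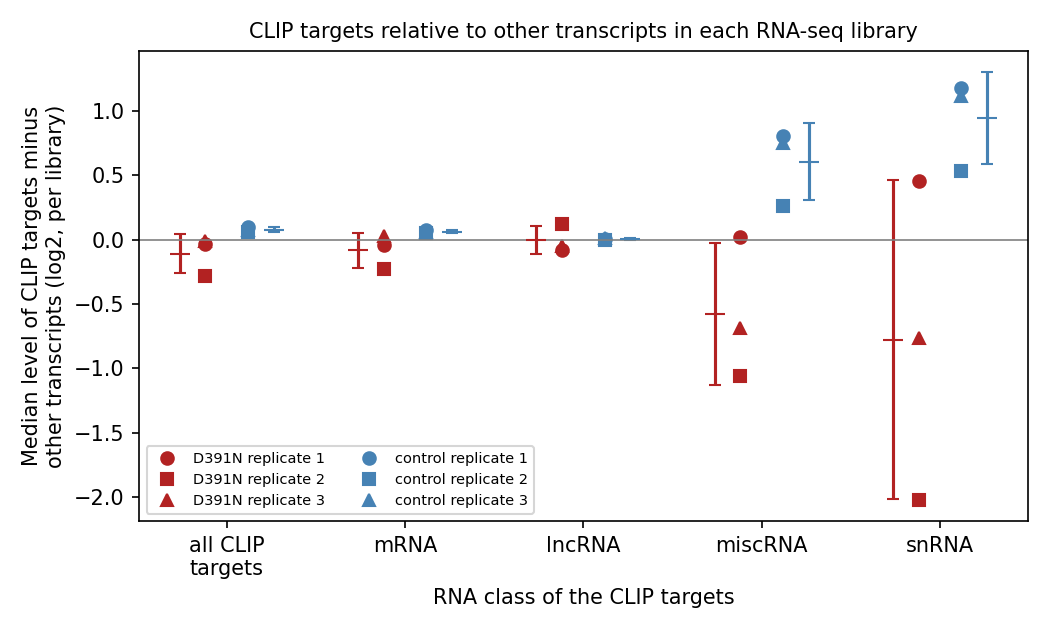
Median level of the CLIPed targets minus that of other transcripts in each library, on the log2 scale, for all targets and by RNA class; points are libraries and bars are the mean ± SD of 3 libraries. All targets lie between -0.28 and -0.011 in D391N libraries and between 0.059 and 0.094 in control libraries.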

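By RNA class, the difference from other transcripts was -1.77 for 35 snRNAs, -0.87 for 22 miscRNAs, -0.13 for 614 mRNAs and 0.040 for 56 lncRNAs. The camera p with estimated correlation was 0.197, 0.281, 0.281 and 0.982 in this order, and 0.375, 0.375, 0.375 and 0.982 after Benjamini-Hochberg adjustment over the 4 classes. Targets of the snRNA, miscRNA and mRNA classes were lower in each D391N library than in each control library relative to other transcripts. The mRNA difference was -0.068 without D391N replicate 2 and -0.034 at gene level (exact permutation p = 0.60, camera p = 0.302, fry p = 0.0015). The sign for lncRNAs changed under several settings, among them gene level (-0.042). When the snRNA targets were set against other snRNAs only, the difference was -0.25 (two-sided exact permutation test, p = 0.50), and that background was chosen after the data were seen. Of the 10 tested targets with the most uridylated reads, 8 were lower in D391N-expressing cells, as they were with median centring and with quantile normalization, and their adjusted p lay between 0.181 and 0.686. Without D391N replicate 1, VTRNA1-2, RNU2-2P, SNORD118 and RNU5B-1 of these passed the threshold (limma adjusted p = 0.024, 0.028, 0.036 and 0.041). Each is under 200 nt. Such transcripts took 2.36%, 0.352% and 1.53% of the reads in D391N replicates 1, 2 and 3 and 2.82% to 3.08% in controls. Outside Table EV1, median log2 fold changes were -1.61 for snRNAs, -1.45 for snoRNAs and -0.39 for 134 other RNAs under 200 nt. A fall peculiar to targets cannot be told from these calls. Vault RNA VTRNA1-1 (ENST00000363120), whose windows lie on chromosome 5 of hg19 from 140090900 to 140090999, had 10.2 ± 9.50 RPKM (SD, n = 3) in D391N-expressing cells and 15.4 ± 4.32 RPKM (SD, n = 3) in control cells, with a log2 fold change of -1.57 (standard error 1.21, limma adjusted p = 0.521). This fall rested on D391N replicate 2, at 0.53 RPKM, and without it the log2 fold change was -0.054. RNU12 (ENST00000362512) had a log2 fold change of -1.52 (standard error 1.05, limma adjusted p = 0.471), with 380 RPKM in D391N replicate 2 and 6511 RPKM in D391N replicate 1. The change was -0.28 without D391N replicate 2 and -0.51 with quantile normalization. Table EV1 also lists RNU12 windows under ENST00000602478 (856 and 169 uridylated reads), for which no level is given here. The paper's RT-PCR followed 3′-extended U12, which the RNU12 value does not single out. Across the 740 targets, the Spearman correlation of uridylated reads with the log2 fold change was -0.11. It lay between -0.14 and -0.071 when single libraries were left out, the latter without control replicate 3. In the legend of its plot of D391N-expressing against control cells, the paper states that overexpressed D391N leaves the abundance of CLIPed uridylated RNAs unaltered.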

Although there was an overall small decrease in abundance of RNAs in DIS3L2 D391N‐expression cells, the CLIPed targets were not distinguishable from non‐targets in their pattern of expression change upon D391N overexpression (Fig 1G). To summarize, we demonstrated that 3′‐terminal RNA uridylation is a general process relevant for the metabolism of most classes of RNAs, produced by all three nuclear RNA polymerases (RNAPs).

### The TUT‐DIS3L2 surveillance (TDS) targets highly structured aberrant ncRNAs

More than 70% of the CLIP reads originated in ncRNAs other than miRNAs such as 5S rRNA, snRNAs, snoRNAs, RNaseP, vault RNA, and Y RNAs (Figs 2A and EV1B). Significantly, the U+ reads mapped often to non‐functional transcripts, such as pseudogenes or improperly processed forms (ENSEMBL Release 78, Homo Sapiens, 2014, Fig 2A and Table EV1). In several types of ncRNAs, such as snRNAs, vault, or 7SL RNAs, the U+ reads also mapped to regions downstream of the 3′ mature termini indicating the presence of uridylated 3′‐extended RNAs (Fig 2B and Appendix Table S1). We confirmed these findings on individual snRNAs by RNA immunoprecipitation (RIP) and subsequent sequencing which revealed that DIS3L2 binds trimmed as well as extended forms of snRNAs (Figs 2C and EV2A–C). The mature and partially trimmed snRNAs mostly lacked uridylation, whereas the 3′‐extended forms contained U+ extensions (Fig 2C and EV2B and C). Similar to pre‐let‐7, we observed chimeric reads corresponding to known secondary structures on these ncRNAs (Fig 2D and Table EV1). As the presence of stable secondary structures appears to be the unifying feature of DIS3L2‐bound RNAs, we propose that the TUT‐DIS3L2 surveillance (TDS) is responsible for monitoring and removal of aberrant structured ncRNAs.

**Figure 2:**
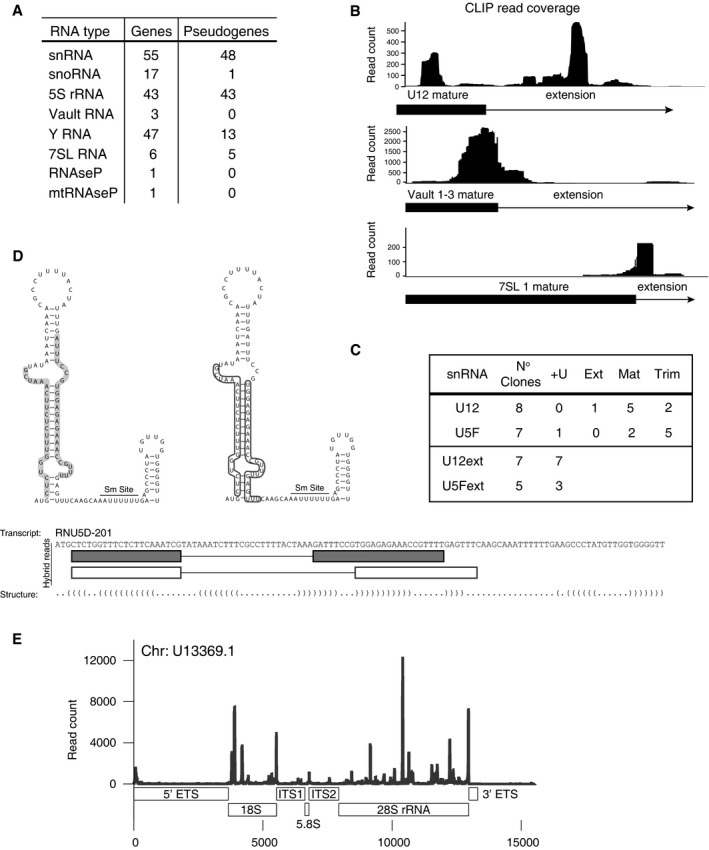
TUT‐DIS3L2 is a surveillance pathway for structured ncRNAs produced by all three RNA polymerases Types of uridylated ncRNAs identified by DIS3L2 CLIP‐seq.U+ read coverage in downstream regions of mature U12 snRNA, vault1, and 7SL ncRNAs. The full dark box represents mature ncRNA, and the thin line indicates the region downstream of the mature 3′ end (extension).Quantification of DIS3L2 D391N RIP analysis of U12 and U5D snRNAs showing the number of snRNA clones with mature (Mat), extended (ext), or trimmed (Trim) 3′ end. +U is the number of clones with untemplated 3′ oligo(U) ends. For more details, see Appendix Fig S2.An example of hybrid reads (produced by intrastrand ligation of RNaseT1 products during CLIP protocol) for RNU5D snRNA.U+ reads mapped to the rDNA locus by using the artificial chromosome U13369.1.

**Figure EV2:**
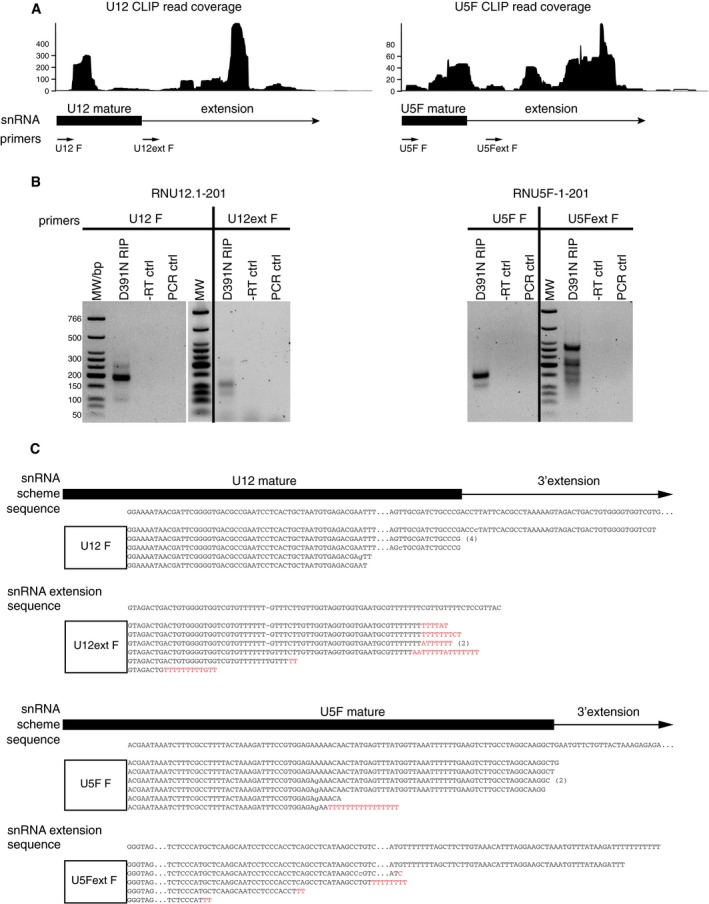
Confirmation of DIS3L2 binding to aberrant forms of snRNAs by RIP followed by Sanger sequencing The scheme showing the uridylated CLIP read coverage on mature snRNAs (in box below the graph) and regions downstream of their mature 3′ termini (line below the graph). The position of forward PCR primers annealing to the mature snRNAs (U12 F and U5F F) and to the regions downstream of the mature 3′ end (U12ext F and U5Fext F) is indicated at the bottom.RT–PCR analysis of U12 and U5 snRNAs co‐precipitated with D391N DIS3L2. D391N‐bound RNAs were ligated to 3′‐terminal linker. Linker‐specific primer was used for cDNA synthesis. PCR amplification was performed using the 3′ adaptor primer and primer specific to mature (U12 F and U5F F) or 3′‐extended (U12ext F and U5Fext F) snRNAs, respectively. −RT ctrl is a PCR with RT reactions in which the reverse transcriptase was omitted, and PCR ctrl are controls where no cDNA was added. MW is molecular weight marker in base pairs (bp).Summary of sequencing results of snRNAs co‐precipitated with D391N DIS3L2. Both mature and extended snRNA reads are shown, and gene‐specific primer used for PCR is represented by the white box. The untemplated nucleotides are in red. Point mutations are in small letters, deletions indicated by −, for space constrains, the sequences were shortened, and the positions of interruption are indicated by dots. Wherever we identified identical sequences, they are indicated by number of repetitions in brackets on the right.

For RNA polymerase I‐synthesized rRNAs, most of the U+ reads mapped to the mature rRNA regions, and only few aligned to 5′ and 3′ ETS as well as ITS1 and ITS2 (Fig 2E). Because DIS3L2 also associates with polysomes (Lubas *et al*, 2013), this may suggest that TDS plays a role in general rRNA turnover.

### TDS targets precursor and aberrant forms of tRNAs

Uridylated aberrant pre‐tRNAs from host cells have been recently detected in retroviral particles (Eckwahl *et al*, 2015). U+ tRNA‐derived fragments were highly abundant in our D391N CLIP‐seq data as well (Fig EV1B), mapping to tRNA forms truncated within the T‐loop or to the 3′‐end tRNA trailers. These extensions are typically cleaved by tRNaseZ (Fig 3A and B). We validated these results by RIP with the WT and D391N DIS3L2. Northern blot analysis of D391N‐precipitated tRNAVal revealed both slower and faster migrating species compared to mature tRNA signal (Fig 3C). Interestingly, the wild‐type DIS3L2 co‐precipitated shorter forms of tRNAs of about 24–30 nt in length. These could potentially represent the end‐products of the DIS3L2 degradation. The DIS3 protein did not precipitate any tRNAs above the background signal, suggesting that exosome is not involved in tRNA surveillance in this context. In agreement with previous reports (Kumar *et al*, 2014), 3′‐derived tRNA fragments were immunoprecipitated by AGO2 (Fig 3C). We further validated the results of the bioinformatics analysis by Sanger sequencing of cDNA clones for Leu(TAG) and Val(CAC) tRNAs prepared from the RIPed RNAs. Five out of 20 tRNALeu‐derived clones mapped to the genomic locus without apparent oligo(U) tails, whereas the remaining 15 clones corresponded to 3′‐truncated tRNALeu possessing untemplated stretches of up to 12 uridines (Fig 3D). We obtained similar results for another tRNA, tRNAVal (Fig 3D). Akin to pre‐let‐7 and snRNAs, the sequencing data contained several hybrid reads consisting of two distinct tRNA regions (Fig 3E). Interestingly, 5′ arms of these hybrids often corresponded to 5′ tRNA trailers (Fig 3E).

**Figure 3:**
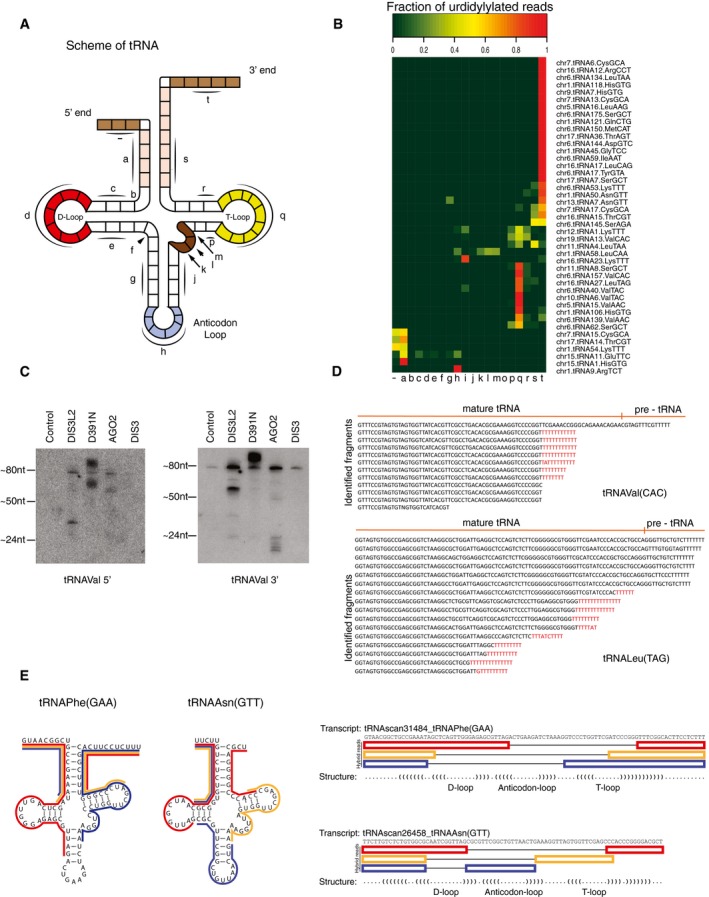
TUT‐DIS3L2 pathway targets precursor and aberrant forms of tRNAs Schematic representation of the pre‐tRNA secondary structure.Uridylated tRNA reads overlap mainly with 3′ trailers, T‐loop, and anticodon loop regions. Heat map showing the coverage of uridylated reads on pre‐tRNAs. The pre‐tRNA subregions (as indicated in A) are in small letters on the *x*‐axis.Northern blot analysis of RNAs immunoprecipitated with Flag‐tagged WT (DIS3L2) and D391N (MUT) DIS3L2, AGO2, and DIS3, respectively. The blots were probed with radioactively labeled probes for 5′ and 3′ ends of mature tRNAVal, respectively.Sequencing of MUT DIS3L2‐bound tRNAVal and tRNALeu confirmed the uridylation status of the tRNA fragments identified by CLIP‐seq. Genomic sequence for each tRNA is indicated at the top with the 3′ trailer region separated by a vertical line. Non‐templated uridine residues are in red.Identification of hybrid reads (produced by intrastrand ligation of RNaseT1 products during CLIP protocol) mapping to tRNAPhe(GAA) and tRNAAsn(GTT) genes. To the right, the schematic representation of selected hybrid reads with corresponding color‐code.

To test which of the known TUTases might be responsible for the uridylation of tRNAs, we compared the *in vitro* uridylation activities of purified TUT1, TUT4, and TUT7 using the tRNA fragment (tRF) as a substrate (Fig EV3A). Whereas the activity of TUT1 was very weak, TUT7 catalyzed addition of long poly(U) tails. TUT4 modified the tRF with 10–20 UMPs, which most closely resembled the oligo(U) tails identified on RNAs in our CLIP data (Fig EV3A). Moreover, the TUT4 activity enhanced the DIS3L2 degradation of tRFs *in vitro* (Fig EV2B). These results suggested that TUT4 might be one of the enzymes acting in the TDS pathway. However, more extensive studies *in vivo* are needed to reveal the involvement of the individual TUTases in this surveillance pathway.

**Figure EV3:**
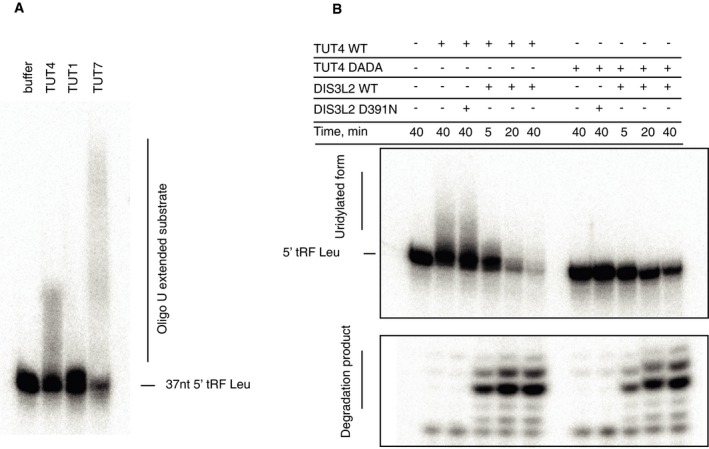
TUT4 can uridylate tRNAs and TUT4 activity enhances tRNA degradation by DIS3L2 *In vitro* uridylation assay with TUTases 4, 6, and 7 purified from human cells and a Leu tRNA fragment (tRFLeu) as a template.Coupled, *in vitro* uridylation/degradation assay. 5′‐end‐labeled tRFLeu was incubated with wild‐type (WT) or catalytically inactive (DADA) TUT4 for 40 min in the presence of 0.25 mM UTP. Subsequently, the WT or mutant DIS3L2 was added and the reactions were stopped after times indicated at the top of the panel. The RNAs were resolved on 20% denaturing acrylamide gel, and radioactivity was detected by autoradiography. The migration position of the input tRFLeu, the uridylated forms and the degradation products, is marked on the left side.

### Short promoter proximal RNAP II transcripts are degraded by TDS

We next examined the position of U+ mRNA reads with respect to the coding regions. We observed a striking pattern of uridylated reads mapping to either 5′ or 3′ UTRs (Fig 4A). All U+ reads mapping to 3′ UTRs originated from terminal stem‐loops of histone mRNAs (Fig 4B), consistent with previous reports on the role of uridylation in histone mRNA turnover (Mullen & Marzluff, 2008; Schmidt *et al*, 2011; Su *et al*, 2013; Slevin *et al*, 2014). However, our data revealed novel uridylated 5′ mRNA fragments (U+ 5′ mRf), which corresponded to a variety of mRNAs (Table EV1). A large fraction of U+ 5′ mRfs extended from the first exon to the first intron, which indicated that uridylation occurred on unspliced pre‐mRNAs (Table EV1, exon‐intron sheet). We were able to validate the existence of U+ 5′ mRf independently of DIS3L2 binding by RT–PCR and sequencing of low molecular weight RNA isolated from control HEK293T‐Rex cells (Figs 4C and EV4A and B). We analyzed 30 clones of the OAT 5′ mRfs PCR products from each, the control and D391N overexpressing cells. Sequencing analysis revealed that more than 60% of fragments in D391N‐oex cells contained untemplated oligo(U) tails (Fig 4C), whereas only one clone from the control 293T cells had oligo(U) extension longer than three Us (Fig EV4A). This demonstrated that overexpression of inactive DIS3L2 leads to U+ 5′ mRfs upregulation. To further investigate the role of DIS3L2 in the turnover of U+ 5′ mRfs, we prepared DIS3L2 knockout (KO) cell line by using the CRISPR‐Cas9 approach (Ran *et al*, 2013; Hsu *et al*, 2014). To test to what extent is the enzymatic activity involved in the turnover of U+ RNAs, we stably reintroduced the wild‐type (WT) or D391N mutant DIS3L2 to the KO cell line. As loading controls, we used PCR products of amplification products of the mature regions of 5S rRNA and 7SL RNA, because correctly processed functional ncRNAs do not appear to be targets of TDS. The levels of mature 5S rRNA and 7SL RNA remained unchanged in all cell lines tested. Notably, DIS3L2 depletion by KO resulted in accumulation of OAT and RPL12 U+ 5′ mRfs as well as upregulation of the 3′‐extended forms of U12 snRNA (RNU12ext) (Fig 4D). This upregulation was strongly augmented by the additional overexpression of mutant DIS3L2 in KO cells. Conversely, reintroduction of the WT DIS3L2 resulted in reduction of the aberrant U+ RNAs signal to levels comparable to control HEK293T cells (Fig 4D). These results strongly support the conclusion that uridylated RNAs identified by the D391N CLIP‐seq analysis are direct targets of DIS3L2 and that DIS3L2 is involved in their decay.

**Figure 4:**
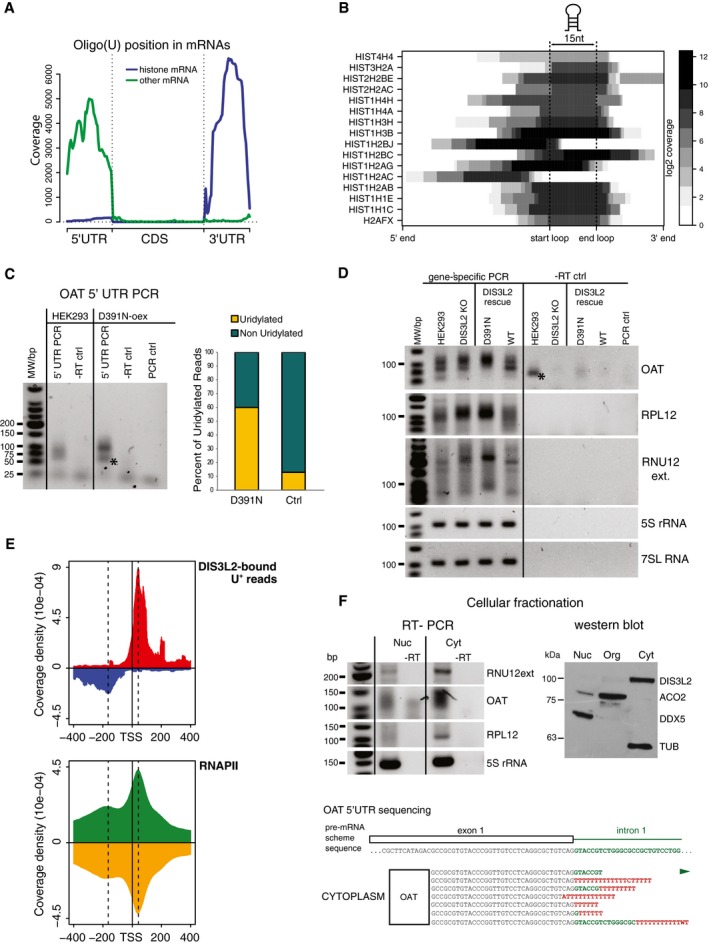
DIS3L2 targets short uridylated transcripts originating from mRNA transcription start sites DIS3L2‐bound uridylated mRNA reads map to the 5′ and 3′ UTRs.Most 3′ UTR U+ reads match the stem‐loop structure of histone mRNAs. Heat map representation of the uridylation position.The uridylated aberrant RNAs are stabilized in cells with non‐functional DIS3L2. Small RNAs were modified with 3′‐end linker, and linker‐specific primer was used for cDNA synthesis. Uridylated RNAs were PCR amplified in a semiquantitative way with the same amount of input RNA used for the RT reaction. We used a combination of the gene‐ and linker‐specific primers, −RT ctrl is RT–PCR control, where no reverse transcriptase was added; PCR control is a reaction with no cDNA added. The graph on the right summarizes the percentage of uridylated and non‐uridylated 5′ fragments of OAT mRNA in HEK293T‐Rex cells (Ctrl) and cells overexpressing mutant DIS3L2 (D391N). Bands marked with * are unspecific primer–dimer PCR products.DIS3L2‐bound uridylated RNAs are degraded by DIS3L2 *in vivo*. RT–PCR amplification of 5′ mRfs of OAT and RPL12 genes and 3′‐extended forms of U12 snRNA (RNU12 ext) from HEK293T cell lines with modified expression of DIS3L2 (as marked on top) was performed as described in (C). Regions of mature 5S rRNA and 7SL RNA were used as loading controls. DIS3L2 KO is a DIS3L2 knockout cell line. DIS3L2 rescue is DIS3L2 KO cells with stably integrated mutant (D391N) and wild‐type (WT) DIS3L2 expressing constructs, respectively. Bands marked with * are unspecific primer–dimer PCR products.Metagene analysis of the position of DIS3L2 D391N clipped U+ reads peak maximum around mRNA transcription start sites (TSS) and of the ChIP‐seq data for RNAP II.U+ 5′ mRfs and aberrant forms of U12 snRNA are highly enriched in the cytoplasm. RT–PCR detection of 5′ mRfs of the OAT and RPL12 and aberrant form of U12 snRNA was performed as described in (C) with RNA isolated from nuclear and cytoplasmic fractions, respectively. The RT–PCR amplification of the body of 5S rRNA was used as a positive control for RNA isolation and RT reaction in both fractions. The identity and uridylation status of cytoplasmic OAT U+ 5′ mRfs was confirmed by sequencing (shown on the bottom). In red are untemplated nucleotides, in green region corresponding to the first intron of OAT pre‐mRNA. The efficiency of the subcellular fractionation was monitored by Western blot (right panel, WB). DDX5 is nucleoplasmic, ACO2 is mitochondrial, and DIS3L2 and TUBα are cytoplasmic markers. Source data are available online for this figure.

**Figure EV4:**
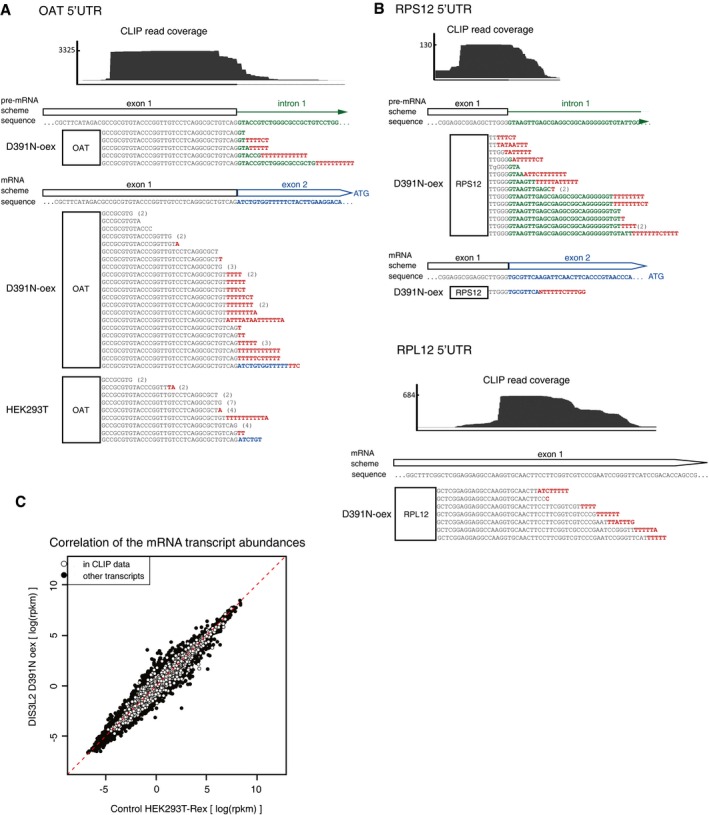
DIS3L2 binds short uridylated transcripts derived from promoters of protein‐coding genes (U+ 5′ mRFs) RT–PCR and sequencing analysis of the small RNA fraction isolated from the control HEK293T‐Rex cell line and the cell line overexpressing D391N DIS3L2 (D391N‐oex). Identification of uridylated transcripts of the *OAT* gene independent of DIS3L2 binding. The mature (spliced) first two exons are indicated below the graph together with the position of the translation start site (ATG). Gene‐specific primer is represented by the white box. The untemplated 3′‐terminal nucleotides detected by sequencing are shown in red. The numbers in brackets on the right indicate number of clones with identical sequences. Several clones from the D391N‐oex cell line revealed uridylated unspliced transcripts that contained the first exon and part of intron 1 (schematically shown in the lower scheme).Identification of uridylated transcripts of *RPL12* and *RPS12* genes. The results are represented as described in (A).D391N DIS3L2 overexpression does not cause differential expression of protein‐coding genes with DIS3L2‐bound 5′ UTR fragments. Scatter plot of transcript abundances estimated from RNA‐seq from the cell line overexpressing D391N DIS3L2 and control HEK293T‐Rex cells. CLIPed transcripts are marked in white.

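The transcripts behind the uridylated 5′ fragments of OAT, RPL12 and RPS12 were compared between the RNA-seq libraries of D391N-expressing and control cells. OAT (ENSG00000065154) has a window in Table EV1 on chromosome 10 of hg19 from 126107400 to 126107449, with 3046 uridylated reads. Its listed transcript ENST00000368845 had 31.1 ± 15.2 RPKM (SD, n = 3) with D391N and 51.8 ± 10.6 RPKM (SD, n = 3) in controls, a log2 fold change of -0.84 (standard error 0.42, limma adjusted p = 0.342), which was -0.44 without D391N replicate 2. The more abundant OAT transcript ENST00000476917 had 107 ± 37.2 RPKM (SD, n = 3) with D391N and 118 ± 7.42 RPKM (SD, n = 3) in controls, a log2 fold change of -0.19 (adjusted p = 0.769), which was -0.46 without D391N replicate 1 and -0.044 without D391N replicate 2, and the sum over OAT transcripts had -0.17. The window of RPL12 (ENSG00000197958) lies on chromosome 9 from 130213600 to 130213649, and its listed transcript ENST00000536368 was under the mean of 1 RPKM and was not tested. The main RPL12 transcript, ENST00000361436, had 622 ± 108 RPKM (SD, n = 3) with D391N and 946 ± 24.3 RPKM (SD, n = 3) in controls, a log2 fold change of -0.62 (adjusted p = 0.317), which was -0.059 with quantile normalization (adjusted p = 0.944). For RPS12 (ENSG00000112306), with windows on chromosome 6 between 133135700 and 133136349, the listed transcripts ENST00000230050 and ENST00000484616 had log2 fold changes of -0.65 (adjusted p = 0.325) and -0.23 (adjusted p = 0.846), and the first was -0.20 with quantile normalization and -0.40 without D391N replicate 2. The sign of ENST00000484616 rested on single libraries, since it was 0.023 without D391N replicate 3.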

Next, we aimed to investigate what leads to the production of the uridylated 5′ mRNA fragments. 

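The 614 tested mRNA targets of Table EV1 were compared with 23859 other transcripts of biotype protein coding, and the difference of the median log2 fold changes was -0.10 (camera with estimated correlation, p = 0.342). The targets were relatively lower in each D391N library (-0.012, -0.12 and -0.078) than in each control library (0.028, 0.047 and 0.071; two-sided exact permutation test, p = 0.10). A preset correlation of 0.01 gave p = 0.047 and fry gave p = 0.023 for these 614 targets. With replicate number as a block in the model these p were 0.063 and 0.11. With all transcripts of each gene as targets the difference was -0.035 (exact permutation p = 0.70, camera p = 0.831, preset p = 0.864, fry p = 0.017), and D391N replicate 2 was above each control. At gene level it was -0.074 (exact permutation p = 0.10, camera p = 0.149, fry p = 0.0014). The 47 tested transcripts listed with reads across an exon and an intron had a difference of -0.32 (camera p = 0.0967; 0.015 with the preset correlation and 0.0080 with fry). It was -0.16 with a mean of at least 0.1 RPKM (camera p = 0.252) and -0.13 with all transcripts of each gene (exact permutation p = 0.10, camera p = 0.167, preset p = 0.221, fry p = 0.0055), and -0.21 at gene level (exact permutation p = 0.10, camera p = 0.054, preset p = 0.027, fry p = 0.0011). For 25 histone mRNA targets, which the paper treats apart from the 5′ fragments, the difference was -0.69 (camera p = 0.248; 5.8e-05 with the preset correlation and 0.059 with fry). D391N replicate 2 decided its size, at -0.96 against -0.076 and -0.20 in replicates 1 and 3, and without it the difference was -0.23. Across the 614 mRNA targets, which are not independent replicates, the Spearman correlation of uridylated reads with the log2 fold change was -0.061. It lay between -0.065 and -0.040 when single libraries were left out.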

We noticed that the following features of U+ 5′ mRfs are shared with the so‐called transcription start site‐associated short RNAs (TSSas): (i) close proximity to mRNA transcription start sites (TSS), (ii) frequent spanning to introns, and (iii) binding of DIS3L2 to U+ 5′ mRf did not correlate with changes in respective mRNA expression upon DIS3L2 inactivation (Fig EV4C). TSSas arise from both up and downstream of human bidirectional RNAPII promoters, as a result of RNAPII stalling and premature transcription termination (Seila *et al*, 2008; Taft *et al*, 2009; Valen *et al*, 2011; Ntini *et al*, 2013). D391N CLIPed U+ reads revealed peaks at positions +50 in sense and 200 in antisense orientation from mRNA TSS. These coincide precisely with the centers of peaks of stalling RNAPII (Fig 4E) and have identical location with previously reported 3′ ends of TSSa (Seila *et al*, 2008). We next performed subcellular fractionation of D391‐oex cell line (Fig 4F) to test whether TSSa‐like U+ 5′ mRfs are targeted by DIS3L2 in the cytoplasm. The RT–PCR analysis of RNAs isolated from nuclear and cytoplasmic fractions revealed strong accumulation of OAT and RPL12 5′ mRfs in the cytoplasm. The RT–PCR amplification of the body of 5S rRNA was used as a positive control for RNA isolation and RT reaction in both fractions. The subsequent sequencing of several clones revealed that OAT 5′ mRfs amplified from the cytoplasmic, but not nuclear factions were uridylated (Fig 4F). In summary, our data demonstrated that at least a subset of TSSa RNAs are targets of the TDS pathway and that DIS3L2 is directly involved in their turnover in the cytoplasm.

## Discussion

Eukaryotic cells have evolved a number of mechanisms for RNA quality control, which come into play when faulty transcription or processing leads to aberrant RNAs. Here, we reveal for the first time an extensive catalog of oligouridylated mammalian RNAs. Moreover, we show that TUTase‐DIS3L2 Surveillance (TDS) is a general pathway of cytoplasmic quality control for structured, mammalian ncRNAs. Uridylation and DIS3L2 were previously implicated in the rapid mRNA turnover in response to various stresses, such as viral infections or apoptosis (Abernathy *et al*, 2015; Eckwahl *et al*, 2015; Thomas *et al*, 2015; Haas *et al*, 2016). Here, however, we demonstrate that TDS is a constitutive machine that monitors an extensive repertoire of short as well as long ncRNAs in normal, unstressed conditions. In the yeast nucleus, an analogous TRAMP‐exosome pathway controls degradation of a wide range of aberrant transcripts. We thus propose that eukaryotes possess subcellular compartment‐specific mechanisms to deal with non‐functional RNAs, both involving the tagging of target RNAs with homo‐oligonucleotide runs. Nuclear surveillance involves oligo(A) tagging, whereas cytoplasmic utilizes oligouridylation.

The DIS3L2‐bound uridylome revealed that TDS deals with many types of RNAs which are incompletely processed. Importantly, we captured U+ transcripts from a number of pseudogenes. We carefully inspected the mapping of U+ reads to these loci to ensure their correct annotation as pseudogenes. For 5S rRNA and other rRNAs, which occur in multiple genomic copies, assigning the reads to the appropriate loci is problematic. Nevertheless, after detailed manual inspection of 5S rRNA alignments, we concluded that TDS indeed targets transcripts from pseudogenes. The unifying feature of the DIS3L2‐bound RNAs is that they are uridylated at positions that are close to stable secondary structures. We could even capture these as chimeric reads generated through intramolecular ligations during the CLIP protocol. The ligations occurred next to 5′ G nucleotides, reflecting the specificity of the RNase T1 treatment during CLIP. Although the captured intramolecular contacts mostly corresponded to structural elements present in mature RNAs, we also obtained hybrids reflecting tertiary contacts in tRNAs. This implies that aberrant RNAs mostly acquire known conformations and that TUTase/s are capable of adding UMPs to highly structured molecules. In some cases, DIS3L2 may target aberrant species independently of post‐transcriptional uridylation. In our data, we are not able to distinguish untemplated extensions from encoded 3′‐terminal Us of RNAPIII transcripts. However, the length of oligo(U) stretches on these transcripts rarely extended beyond the genome‐encoded U tract. Thus, it is possible that terminators may serve as a signal for DIS3L2 targeting. During the revision process of this manuscript, a study was published also showing that uridylation and DIS3L2 mediate quality control of non‐coding RNAs, such as snRNAs or Y RNAs (Labno *et al*, 2016).

Recent reports implicated monouridylation and stress‐induced oligouridylation in mammalian mRNA turnover (Abernathy *et al*, 2015; Kim *et al*, 2015; Thomas *et al*, 2015). Our study however revealed yet another role of TDS in decay of transcripts from protein‐coding genes. We uncovered an interesting set of uridylated forms of sense and antisense promoter proximal transcripts known as TSSas or tiny RNAs (Seila *et al*, 2008; Taft *et al*, 2009). Surprisingly, TSSas are not degraded by exosomes (Valen *et al*, 2011; Ntini *et al*, 2013). Therefore, TUT‐DIS3L2 appears to be the main degradation mechanism for these short transcripts. Our D391N DIS3L2 CLIP also broadened the repertoire of uridylated pre‐miRNAs. Most of the non‐let‐7 pre‐miRNAs seem to lack any LIN28A‐binding motif, which suggests that other cofactors facilitate their oligouridylation. The two most represented pre‐miRNAs other than let‐7 were miR‐484 and miR‐320. Interestingly, these pre‐miRNAs are processed in a Drosha‐independent manner from TSS‐proximal prematurely terminated transcripts of protein‐coding genes (Xie *et al*, 2013; Kim *et al*, 2016). Although we cannot exclude the possibility that miR‐484 and miR‐320 mapping U+ reads are in fact TSSas, these findings suggest a novel role for TDS in the regulation of alternative miRNA processing pathways.

## Materials and Methods

### Cross‐linking and Immunoprecipitation (CLIP)

For the CLIP analysis, we used the previously described stable cell line of human embryonic kidney cells (HEK293T‐Rex, Invitrogen) with inducible expression of human catalytically inactive form of DIS3L2 D391N that possess C‐terminal fusion 3xFlag tag (Ustianenko *et al*, 2013). The CLIP protocol was a modification of the protocol described in Ule *et al* (2005). The cells were grown in DMEM and DIS3L2‐Flag expression was induced 12 h before harvesting. Cells were washed with 1× PBS and exposed to 400 mJ of 365 nm UV. Cells were collected, frozen in liquid nitrogen, and stored at −80°C. The subsequent steps of the CLIP protocol were performed with minor changes as described in Martin *et al* (2012). Briefly, cells were lysed in lysis buffer (LB, containing 50 mM Tris pH 7.5, 0.5% Triton X‐100, 150 mM NaCl, supplemented with 1 mM DTT, protease inhibitor cocktail (Roche), and RNase inhibitor RNAsin (Promega)) and the insoluble fraction was sediment by centrifugation. FLAG‐tagged DIS3L2 was immunoprecipitated using anti‐FLAG M2 monoclonal antibody (Sigma) coupled to Protein G Dynabeads (Invitrogen). Bound protein–RNA complexes were extensively washed with LB containing 800 mM NaCl. The extracts bound to the beads were then split in two halves. One‐half was treated with 1 unit/ml and the other aliquot with 5 units/ml of RNase T1 (Ambion, AM2283) for 10 min at 22°C, both parallels were cooled on ice and subsequently pooled back together. The extracts bound to the beads were further treated with 2 units of alkaline phosphatase (Fast‐AP, Fermentas). The cross‐linked RNAs were radiolabeled with polynucleotide kinase (T4 PNK, NEB) and gamma‐^32^P ATP. The 5′ adaptor (5′‐rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrC‐3′) was ligated to the bound RNA with T4 RNA ligase (Fermentas) in buffer containing 25% PEG 8000 at 16°C overnight. Protein–RNA complexes were resolved on a 4–12% gradient SDS–PAGE (NuPAGE, Invitrogen), and the region corresponding to the region above migration position of DIS3L2‐Flag was cut out from the gel and eluted with proteinase K‐containing elution buffer (50 mM Tris pH 7.5, 50 mM NaCl, 10 mM EDTA, 2 M urea, 2 mg/ml proteinase K) at 50°C for 2 h. RNAs were then ligated to the 3′ adaptor (5′‐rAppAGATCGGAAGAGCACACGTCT‐NH2‐3′). RNA was size fractionated on 8% polyacrylamide/8 M urea gel. RNA fragments of the length of 70–110 nt were excised and extracted from the gel. Reverse transcription was done with a 3′ primer (5′‐AGACGTGTGCTCTTCCGATCT‐3′) and Superscript III reverse transcriptase (Invitrogen). The resulting cDNA was used as a template for PCR amplification (5′ Primer: 5′‐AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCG‐s‐A‐3′). The PCR products were sequenced on the Illumina 2000 sequencer.

### Bioinformatics analyses of the CLIPseq results

Mapping of DIS3L2 mutant CLIP replicates to the reference genome GRCh37/hg19 was performed with the Segemehl software (Hoffmann *et al*, 2009). After initial mapping, reads that could not be mapped were trimmed of 3′‐terminal stretches of more than three Ts stretches and mapping was repeated. All reads that mapped uniquely to the genome at one of these two steps were compared with the reference genome to identify untemplated poly(T) tails. For more details and statistical analyses, see Appendix Supplementary Methods.

### Gene annotation

Based on the human genome annotation, reads that mapped to annotated regions of the genome were assigned to the following annotation categories (listed here in order of their priority in our annotation procedure): tRNA → miRNA → snRNA → 5S rRNA → miscRNA → snoRNA → mRNA → lincRNA. The tRNA and miRNA genes were annotated with miRBase (Kozomara & Griffiths‐Jones, 2014) database for miRNA and GtRNAdb (Chan & Lowe, 2009) for tRNA. The basic set of GENCODE tracks (Harrow *et al*, 2012) were used for the remainder of the gene annotations. To allow annotation of potential pre‐tRNA transcripts, tRNA genes were extended by 60 nt upstream and downstream of mature tRNAs.

### Immunoprecipitaion of FLAG‐tagged DIS3L2 from human cells

Cells were resuspended in 4 ml of ice‐cold lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.5% Triton X‐100 and Complete Protease Inhibitor Cocktail (Roche)) and incubated rocking at 4°C for 15 min. Lysate was cleared by centrifugation (10,000 *g*, 30 min, 4°C). For purification of FLAG‐DIS3L2, 100 μl of anti‐FLAG M2 beads (Sigma‐Aldrich) washed with lysis buffer was incubated with cell extracts for 1 h in a cold room rotating. Beads were extensively washed with 10 volumes of wash buffer (50 mM Tris pH 8.0, 300 mM NaCl, 0.1% Triton X‐100). Depending on the downstream application, proteins were eluted with one volume of 3×FLAG peptide (Sigma‐Aldrich) resuspended in lysis buffer or by boiling with SDS loading buffer for 5 min.

### RNA immunoprecipitation

Cells were grown to 80% confluence, washed with ice‐cold PBS, and UV cross‐linked (400 mJ, 254 nm). Cells were lysed in buffer containing 150 mM NaCl, 50 mM Tris pH 7.6, 0.5% Triton X‐100, supplemented with protease inhibitors (EDTA‐free Complete Protease Inhibitor Cocktail, Roche), 0.5 mM EDTA, 1 mM DTT, RNasin (Promega). Lysates were cleared by centrifugation, and supernatants were applied on FLAG M2 Magnetic beads (Sigma) and incubated for 60 min. The bound fractions were washed two times with lysis buffer containing 150 mM NaCl and two times with 300 mM NaCl. RNA was eluted by treating whole beads with 2 mg/ml proteinase K (NEB) for 120 min at 37°C and subsequently phenol/chloroform extracted and ethanol precipitated.

### Preparation of DIS3L2 knockout cell line by CRISPR/Cas9

DIS3L2 knockout (K.O.) HEK293T cell line was prepared by using CRISPR/Cas9 technology as described in Ran *et al* (2013). Briefly, CRISPR guide sequences targeting the *DIS3L2* gene (A: CGGAGGTTCATTCTGTAGTCAGG, B: GGACCCCCAGAGGTAGTAAAAGG, C: CCAATAATGAGCCATCCTGACTA, D: CCAATAATGAGCCATCCTGACTA) were cloned in pSpCas9n vector. We applied the double nickase technology using several pairs of CRISPRs to reduce the amount of off‐target effects (pair 1—AB guides, pair 2—BC guides, pair 3—CD guides). The disruption of the open reading frame in mutant *DIS3L2* mRNA was confirmed by direct measurement of DIS3L2 protein expression by Western blot.

### Preparation of cDNA libraries for RNAseq analysis

The control HEK293T‐Rex FlipIn cells, and cells overexpressing WT or mutant DIS3L2, and DIS3 K.O., were maintained in Dulbecco's modified Eagle's medium (DMEM), supplemented with 10% fetal calf serum at 37°C in the presence of 5% CO_2_. Overexpression of Dis3L2 WT and DIS3L2 MUT were induced with 100 ng/ml of doxycycline for 24 h. Total RNA was isolated with TriPure Isolation Reagent (Roche) according to manufacturer's instructions, followed by RNase‐free TURBO DNase (Ambion) treatment. Ribosomal RNA was depleted from 4 μg of total RNA treated with TURBO DNase using the RiboMinus^TM^ Eukaryote System v2 (Ambion) following the manufacturer's procedure. Efficiency of rRNA removal and concentration of rRNA‐depleted RNA was monitored by Bioanalyzer 2100 (Agilent Technologies) using RNA 6000 Pico Kit. Sequencing libraries for whole transcriptome analysis were prepared using ScriptSeq^™^ v2 RNA‐Seq Library Preparation Kit (Epicentre Biotechnologies) following the manufacturer's procedure. After the 3′‐terminal tagging, the di‐tagged cDNA was purified using MinElute PCR Purification Kit (Qiagen). Three 6‐base index sequences were used to prepare bar‐coded libraries for sample multiplexing (ScriptSeq^™^ Index PCR Primers (Set 1); Epicentre Biotechnologies). PCR was carried out through 15 cycles to generate the second strand of cDNA, incorporate barcodes, and amplify libraries. A concluding Bioanalyzer 2100 run with the High Sensitivity DNA Kit (Agilent Technologies) that allows the analysis of DNA libraries regarding size, purity, and concentration completed the workflow of library preparation. The three RNA‐seq libraries were then multiplexed in a single lane and sequenced on an Illumina HiSeq2000 using 50‐bp single‐end sequencing chemistry.

### RNA‐seq analysis

Raw reads were subjected to adapter trimming using the tool cutadapt (Martin, 2011). Processed reads were aligned to the human transcriptome (hg38/GRCh38; ENSEMBL; merged sequences from protein‐coding and non‐coding RNA transcripts) (Cunningham *et al*, 2015) using the Segemehl software (Hoffmann *et al*, 2009). The estimation of the transcript expression as well as the differential expression (DE) analysis was done using the BitSeq software package (Glaus *et al*, 2012).

### Northern blot analysis

Total RNA was resolved on 10% denaturing polyacrylamide gel and transferred to Hybond‐N+ membrane (GE Healthcare) by electroblotting (Bio‐Rad). The hybridization with radioactively labeled oligonucleotides was performed in ULTRAhyb‐oligo hybridization buffer (Ambion) at 38°C. Prior to addition of the labeled probe, the membrane was prehybridized at 42°C for 2 h. The radioactive signal was monitored by phosphorimager FLA‐9000 (FUJIFILM). Quantification of signals was done using Multi Gauge software v3.2 (FUJIFILM).

### RNA isolation and PCR amplification of 5′ mRNA fragments (5′ UTR PCR)

Small RNA was isolated from indicated cell lines grown to 80–90% confluence treated with doxycycline (100 ng/ml of medium) using TriPure Isolation Reagent (Roche) followed by selective RNA precipitation. Fraction of RNA larger than 500 nt was first precipitated with 0.5 volume of 75% EtOH at room temperature for 10 min, followed by centrifugation (12,000 *g*, 4°C, 8 min.). The remaining small RNA in the supernatant was then precipitated with 0.7 volumes of isopropanol at 4°C for 30 min. followed by centrifugation (12,000 *g*, 4°C, 30 min). Small RNA fraction was treated with Turbo DNase (Ambion) extracted by phenol/chloroform and precipitated by isopropanol. 3′ pre‐adenylated DNA linker ligation was performed using T4 RNA Ligase2, truncated K227Q (New England BioLabs) according to manufacturer's instructions. Briefly, 2 μg of small RNA was incubated with 2 μl of 10 μM L3AppDNA linker (5rApp/AGATCGGAAGAGCACACGTCT/3ddC, IDT) and 200 U of the ligase in 20 μl of total reaction volume at 16°C overnight. RNA was reverse‐transcribed with SuperScript RTIII (Invitrogen) using RT‐CLIP2 primer and PCR amplified with gene‐specific primers (Appendix Table S2). To make the PCR semiquantitative and comparable between different cell lines, same amounts of RNA were used for linker ligation step and master mixes were used whenever possible.

### PCR amplification of snRNAs

After RNA immunoprecipitation, the isolated RNA was ligated with L3AppDNA linker (as in 5′ UTR PCR) and reverse‐transcribed for 50 min. at 60°C using TGIRT‐III (InGex) and RT‐CLIP2 primer following manufacturer's instructions. PCR was performed with RT‐CLIP2 and indicated gene‐specific primers (Appendix Table S2).

### Subcellular fractionation

Subcellular fractionation was performed with minor modifications as described in Holden & Horton (2009) and Liu & Fagotto (2011). HEK293T cells (or modified as indicated in particular experiment) were grown to 75% confluency on 10‐cm dish and induced with 100 ng/ml of doxycycline for 24 h. Cells were washed with cold 1× PBS on the dish and permeabilized with digitonin (in solution containing 45 μg/ml digitonin, 10 mM DTT, and 10 mM MgCl_2_ in 1× NEH buffer) and incubated gently rocking at 4°C for 10 min. The released cytoplasmic fraction was collected from the dish and cleared by centrifugation at 500 *g* for 3 min. 1.5 ml TRI‐reagent LS (Sigma) was added to 500 μl of the supernatant for subsequent isolation of the small RNA by selective precipitation as described above. Residues of the cells on the dish were washed with ice‐cold 1× PBS and collected by scrapping in 1 ml of Buffer 2 (150 mM NaCl, 50 mM HEPES pH 7.4, 1% NP‐40). After 30‐min incubation on ice, nuclei were pelleted by centrifugation at 7,000 *g* for 15 min. The supernatant, which contained other organelles, was transferred to a new tube. The pellet was washed with cold 1× PBS and kept as the nuclear fraction. An aliquot from each fraction was used for a Western blot analysis. The cytoplasmic, nuclear, and organellar fractions were then used for small RNA isolation by selective precipitation as described above.

### Antibodies used in this work

Anti‐FLAG M2 mouse monoclonal Ab, Sigma‐Aldrich, cat. no. F3165; anti‐alpha‐tubulin mouse monoclonal Ab, Sigma, cat. no. T6074; anti‐ACO2 (D6D9) XP rabbit monoclonal Ab, Cell Signalling Technologies, cat. no. 6571; anti‐DDX5 (D15E10) XP rabbit monoclonal Ab, Cell Signalling Technologies, cat. no. 9877; anti‐rabbit IgG HRP polyclonal secondary Ab, Promega, cat. no. W4011; anti‐mouse IgG HRP polyclonal secondary Ab, Promega, cat. no. W4021; anti‐DIS3L2 rabbit polyclonal Ab, produced by Moravian Biotechnology, assay (WB) specific test in Ustianenko *et al* (2013).

### High‐throughput sequencing accession code

Raw and processed data of CLIP and RNAseq experiments can be found in GEO database under accession code GSE81537.

## Author contributions

SV conceived, designed and interpreted experiments, and supervised the project. DU performed, analyzed, and interpreted the CLIP‐seq analyses, JP designed and performed the bioinformatics analyses, ZF performed CLIP‐seq validation experiments of ncRNAs and TSSas and helped with the manuscripts preparation, LB performed initial bioinformatics analyses, DZ performed cell fractionation and subsequent RNA analyses, and AF prepared stable cell lines, RNAs, and cDNA libraries for high‐throughput sequencing. MZ helped with the design and interpretation of bioinformatics analyses and manuscript preparation. SV, DU, and JP wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

# Supplementary material for: TUT‐DIS3L2 is a mammalian surveillance pathway for aberrant structured non‐coding RNAs
**Source:** EMBO J. 2016 Sep 19;35(20):2179–91. doi: 10.15252/embj.201694857
**Supplement:** Supplementary file 1 — Appendix

## APPENDIX

### **TUT-DIS3L2 is a mammalian surveillance pathway for aberrant structured noncoding RNAs**

Dmytro Ustianenko, Josef Pasulka, Zuzana Feketova, Lukas Bednarik, Dagmar Zigackova, Andrea Fortova, Mihaela Zavolan, Stepanka Vanacova

#### **TABLE OF CONTENTS**

Table S1

Table S2

Supplementary Methods

Supplementary References

#### **Table S1 Table illustrating that TDS targets 3' extended uridylated forms of snRNAs.**

The table shows CLIPed snRNAs and coverage of regions downstream of snRNA mature 3' termini (three\_prime\_overhang). The last column is a graphical representation of the U+ read coverage.

| transcript_name | transcript_id   | transcript_biotype | sum_uri_reads | three_prime_overhang | reg_id                  | coverage_image                                                                        |
|-----------------|-----------------|--------------------|---------------|----------------------|-------------------------|---------------------------------------------------------------------------------------|
| RNU5B-1-201     | ENST00000363286 | snRNA              | 5220          | 266                  | 15:65304686-65305058:+  | 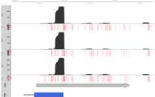   |
| U11.1-201       | ENST00000387069 | snRNA              | 4920          | 82                   | 1:28648599-28648815:+   | 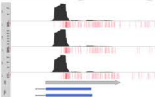   |
| U12.1-201       | ENST00000362512 | snRNA              | 3150          | 299                  | 22:42615260-42615692:+  | 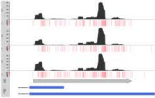   |
| RNVU1-7-201     | ENST00000383858 | snRNA              | 2910          | 223                  | 1:148038530-148038841:- | 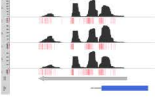   |
| U1.29-201       | ENST00000615842 | snRNA              | 2700          | 226                  | 1:146376910-146377196:+ | 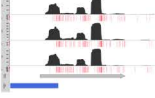   |
| RNU4ATAC-201    | ENST00000580972 | snRNA              | 2650          | 341                  | 2:121530899-121531348:+ | 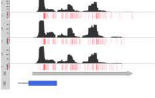   |
| RNU5A-1-201     | ENST00000362698 | snRNA              | 2260          | 177                  | 15:65296056-65296343:+  | 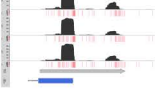  |
| U1.22-201       | ENST00000605806 | snRNA              | 2030          | 103                  | 1:145465514-145465760:- | 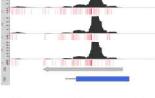 |
| RNU1-27P-201    | ENST00000383869 | snRNA              | 1240          | 175                  | 14:34546782-34547052:+  | 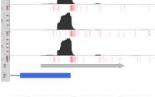 |
| RNU2-2P-201     | ENST00000410396 | snRNA              | 1180          | 293                  | 11:62841326-62841746:-  | 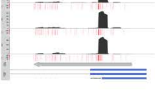 |
| RNU5F-1-201     | ENST00000362507 | snRNA              | 911           | 342                  | 1:44721444-44721901:-   | 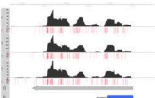 |
| RNU5A-8P-201    | ENST00000364102 | snRNA              | 799           | 35                   | 1:210374119-210374270:- | 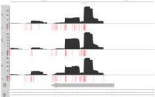 |
| RNU5D-1-201     | ENST00000363299 | snRNA              | 759           | 28                   | 1:44731027-44731142:-   | 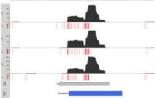 |
| RNU1-28P-201    | ENST00000383861 | snRNA              | 743           | 21                   | 14:34556205-34556272:-  | 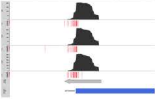 |
| RNU5E-6P-201    | ENST00000365574 | snRNA              | 704           | 169                  | 1:44819714-44819988:-   | 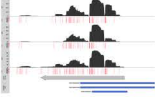 |

| transcript_name | transcript_id   | transcript_biotype | sum_uri_reads | three_prime_overhang | reg_id                   | coverage_image                                                                        |
|-----------------|-----------------|--------------------|---------------|----------------------|--------------------------|---------------------------------------------------------------------------------------|
| U1.32-201       | ENST00000622285 | snRNA              | 588           | 57                   | 1:148522598-148522822:+  | 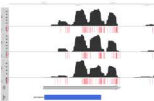   |
| RNU6-1-201      | ENST00000383898 | snRNA              | 519           | 46                   | 15:67839893-67839980:-   | 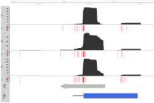   |
| RNU1-2-201      | ENST00000384278 | snRNA              | 500           | 161                  | 1:16896018-16896304:+    | 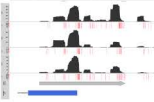   |
| RNU1-4-201      | ENST00000384659 | snRNA              | 476           | 157                  | 1:16740602-16740836:+    | 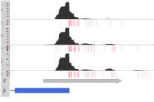   |
| RNVU1-6-201     | ENST00000364688 | snRNA              | 353           | 23                   | 1:146052058-146052226:-  | 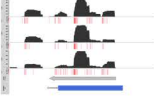   |
| U2.3-201        | ENST00000619225 | snRNA              | 321           | 22                   | 17:43290269-43290345:-   | 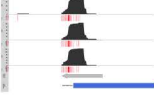   |
| RNU4-2-201      | ENST00000365668 | snRNA              | 319           | 74                   | 12:120291689-120291895:- | 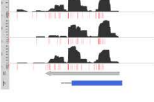  |
| RNU5E-4P-201    | ENST00000364931 | snRNA              | 281           | 110                  | 1:11909698-11909903:-    | 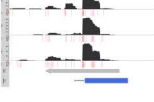 |
| RNU5E-1-201     | ENST00000362477 | snRNA              | 232           | 53                   | 1:11908150-11908324:+    | 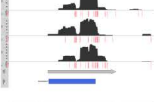 |
| RNVU1-10-201    | ENST00000384610 | snRNA              | 217           | 48                   | 1:148362322-148362505:-  | 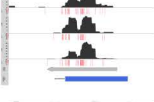 |
| RNU1-3-201      | ENST00000384782 | snRNA              | 98            | 102                  | 1:16666683-16666855:-    | 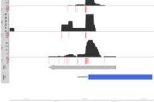 |
| RNU6-1035P-201  | ENST00000384477 | snRNA              | 80            | 21                   | 9:81725222-81725269:-    | 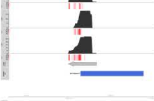 |
| RNU4-1-201      | ENST00000363925 | snRNA              | 79            | 40                   | 12:120293057-120293205:- | 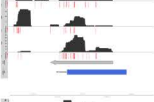 |
| RNU1-92P-201    | ENST00000517017 | snRNA              | 21            | 57                   | 1:143720453-143720547:-  | 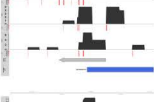 |
| RNU6-2-201      | ENST00000384627 | snRNA              | 21            | 30                   | 19:1021612-1021658:+     | 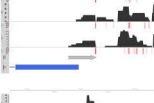 |
| RNU1-85P-201    | ENST00000364127 | snRNA              | 13            | 60                   | 17:58679467-58679537:-   | 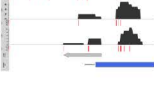 |

**Table S2. The list of oligonucleotides used for RT-PCR and northern blot analyses**

| <b>Primer</b>     | <b>Sequence (5'-3')</b>   |
|-------------------|---------------------------|
| trna136-ValAAC 5' | TAACCACTACACTACGGAAAC     |
| trna136-ValAAC 3' | GTTTCCGCCCGGTTTCGAACC     |
| trna141-LeuCAA 5' | AGACCACTCGGCCATCCTGAC     |
| trna141-LeuCAA 3' | CCCCAAACCTGGGAAGTAGCA     |
| trna149-LysTTT 5' | TACCGACTGAGCTACCCAGGC     |
| trna149-LysTTT 3' | ACTTGAACCCTGGACCCTCAG     |
| RT-CLIP2          | AGACGTGTGCTCTTCCGATCT     |
| RT-CLIP2-2U       | AGACGTGTGCTCTTCCGATCTAA   |
| U12extF           | ACCTTATTCACGCCTAAAAA      |
| U12F              | TGCCTTAAACTTATGAGTAA      |
| U5FextF           | GGTGTTTCATGCTTTGGGAGGTTG  |
| U5FF              | ATCTCTGGTTTCTCTTCATA      |
| OAT F             | GGCGTCACTGTTGCGCTTCATAGAC |
| RPS12 F           | GAGTCGCGCGGAGGCGGAGGC     |
| RPL12 F           | TTCCGGCCTCTCGGCTTTCG      |
| RN7SL1 for        | ATCGGGTGTCCGCACTAA        |
| RN7SL1 rev        | TCCGTTTCCGACCTGGGCCGG     |
| 5SrRNA for        | TACGGCCATACCACCCTGAA      |
| 5SrRNA rev        | GCGGTCTCCCATCCAAGTAC      |

## Supplementary Methods

### Mapping of the CLIP reads on human genome

All DIS3L2 mutant CLIP replicates were processed in parallel. Primary mapping on the reference genome GRCh37/hg19 was done with the Segemehl software (Hoffmann, Otto et al., 2009). The histogram of mononucleotide tail lengths revealed that tail lengths over 3 nucleotides were very rare except for oligo(U) (Fig 1B). Therefore only the reads containing at least four terminal uridines were denoted as uridylated and selected for further analyses. Fifty percent of the reads that did not map to the genome initially contained four or more 3'-terminal uridines, and 7% of them mapped to the genome after U-tail removal under strict mapping conditions described in Statistics below (Fig 1C, EV1A, EV1B). All reads that mapped uniquely to the genome either in the first or second round of mapping were compared with the reference genome for the presence of untemplated poly(T) tails. All reads containing at least 4 extra untemplated Ts at the 3' end (allowing one mismatch) were considered "uridylated".

Because rDNA is not included in the assembly of the human genome, the rRNA transcripts of *Poll*, would be excluded from the analysis. We therefore used an assembly of the rDNA gene cluster from Genbank ([http://www.metalife.com/Genbank/U13369\\_555853](http://www.metalife.com/Genbank/U13369_555853)) as an artificial chromosome that allows us to annotate rRNA-derived reads.

### Statistics

To select only the most significant DIS3L2 targets, we divided the genome into 50 nt regions and analyzed these windows as follows. We calculated the coverage of each window by reads and discarded the windows where the sum of reads mapped in all three replicates of the experiment was less than 20. We then separated the reads mapping in each window into those that had and those that did not show evidence of uridylation. Let us call the number of uridylated reads in window  $i$   $u_i$  and the number of reads that were not uridylated and mapped in this window  $n_i$ . Let  $p_i$  be the underlying probability of uridylation in a region  $i$ , then the probability of the data is

$$P(u_i | p_i, u_i + n_i) = p_i^{u_i} (1 - p_i)^{n_i}$$

From Bayes theorem we infer the posterior probability of  $p_i$ :

$$P(p_i | u_i + n_i) = \frac{(u_i + n_i + 1)!}{u_i! n_i!} p_i^{u_i} (1 - p_i)^{n_i}$$

The probability of  $p_i$  being greater than threshold value  $A$  is proportional to incomplete beta function:

$$\int_A^1 dp P(p_i | u_i, u_i + n_i) = 1 - \frac{(u_i + n_i + 1)!}{u_i! n_i!} \text{Beta}(A, 1 + u_i, 1 + n_i).$$

This calculation was done for each of the three replicates. The total probability  $p$  of  $p_i \geq A$  in each sample is a simple product of all probabilities  $p_i$ . In our analysis, we selected the windows which had at least 0.95 probability that the frequency of uridylation was greater than 0.25.

To increase the confidence in the uridylated regions we repeated our approach selecting windows with untemplated poly(A), poly(C) and poly(G) tails. The final statistics is shown in Fig EV1A. The number of selected significant regions is in the following table.

| <b>Tail type</b> | <b>Number of selected significant 50 nt windows (95% confidence that uridylation frequency is at least 0.25)</b> |
|------------------|------------------------------------------------------------------------------------------------------------------|
| poly(A)          | 3                                                                                                                |
| poly(C)          | 0                                                                                                                |
| poly(G)          | 1                                                                                                                |
| poly(T)          | 2991                                                                                                             |

### **Metagene analysis of the position of U+ reads and RNAP II position around mRNA TSS**

The Chip-seq data used in this publication have been downloaded from National Center for Biotechnology Information's Gene Expression Omnibus under accession numbers GSM935534 (Yale\_ChipSeq\_HEK293\_Pol2\_std) and GSM945288 (UW\_ChipSeq\_HEK293\_H3K4me3). We have identified a list of TSS with a region covered by uridylated reads 1kb upstream or downstream, respectively. For this purpose, we selected only those regions having at least 10 uridylated reads in sum over all three replicates. The coverage densities for all data were calculated separately for each TSS region from this list, all coverages were subsequently summarized and averaged over all replicates. Final coverage density represents a distribution of the reads around the listed TSS.

### **Expression and purification of TUTases and uridylation assay**

DNA constructs for the expression human TUTases TUT4 (Minoda, Saeki et al., 2006) and TUT7 (Rissland, Mikulasova et al., 2007) were kind gifts from Dr. Yoshimura and Dr. Benecke, respectively. The gene for TUT6 was subcloned to the pCMV10 vector (Sigma-Aldrich) via restriction sites NotI and XbaI to obtain N-terminal fusion with 3xFlag tag. The

constructs were transfected to HEK293T-Rex cells. Forty eight hours after transfection cells were lysed in a buffer (50 mM Tris-HCl pH 8, 150 mM KCl, 0.5% TritonX100, 1 mM dithiothreitol, 1 mM PMSF, and 1 Complete Mini, EDTA-free protease inhibitor cocktail tablet (Roche). Cell lysates (TUT4 and TUT6) were applied on FLAG-magnetic beads (Sigma-Aldrich) and IgG FastFlow Sepharose (Amersham) (for TUTase 7). After one hour incubation with beads, bound complexes were extensively washed with Lysis buffer and Wash buffer (Lysis buffer containing 300 mM KCl). The *in vitro* uridylation reactions were performed in a total volume of 30  $\mu$ l in 4 mM MgCl<sub>2</sub>, 1 mM DTT, 0.25 mM UTP and 15  $\mu$ l of immunopurified proteins on beads in Lysis buffer. The reaction mixture was incubated at 37 °C for 40 min. Reactions were terminated with one volume of formamide loading buffer (80% formamide, 0.1% bromphenol blue, 0.1% xylene cyanol, 5 mM EDTA). Reactions were resolved on denaturing 20% polyacrylamide gels containing 8 M urea. The radioactivity was exposed to phosphorimaging screen (FUJI) and scanned by phosphorimager FLA-9000 (FUJIFILM).

#### ***In vitro* degradation assay**

*In vitro* degradation assays were performed in 10  $\mu$ l reaction volumes containing 10 mM Tris pH 8.0, 50 mM KCl, 5 mM MgCl<sub>2</sub>, 10 mM DTT (modified from (Ustianenko, Hrossova et al., 2013)). Typically, 150 nM of purified protein and 20 pmol of 5'-end labeled RNA substrate, were incubated at 37 °C for the times indicated. Reactions were terminated with one volume of formamide loading buffer (80% formamide, 0.1% bromphenol blue, 0.1% xylene cyanol, 5 mM EDTA). Reactions were resolved on denaturing 20% polyacrylamide gels containing 8 M urea. The radioactivity was exposed to phosphorimaging screen (FUJI) and scanned by phosphorimager FLA-9000 (FUJIFILM).

### **Supplementary References**

Hoffmann S, Otto C, Kurtz S, Sharma CM, Khaitovich P, Vogel J, Stadler PF, Hackermuller J (2009) Fast mapping of short sequences with mismatches, insertions and deletions using index structures. *PLoS computational biology* 5: e1000502

Minoda Y, Saeki K, Aki D, Takaki H, Sanada T, Koga K, Kobayashi T, Takaesu G, Yoshimura A (2006) A novel Zinc finger protein, ZCCHC11, interacts with TIFA and modulates TLR signaling. *Biochem Biophys Res Commun* 344: 1023-30

Rissland O, S., Mikulasova A, Norbury C, J. (2007) Efficient polyuridylation by noncanonical poly(A) polymerases. *Molecular and Cellular Biology* 27: 3612-3624

Ustianenko D, Hrossova D, Potesil D, Chalupnikova K, Hrazdilova K, Pachernik J, Cetkovska K, Uldrijan S, Zdrahal Z, Vanacova S (2013) Mammalian DIS3L2 exoribonuclease targets the uridylated precursors of let-7 miRNAs. *RNA* 19: 1632-8

# Supplementary material for: TUT‐DIS3L2 is a mammalian surveillance pathway for aberrant structured non‐coding RNAs
**Source:** EMBO J. 2016 Sep 19;35(20):2179–91. doi: 10.15252/embj.201694857
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

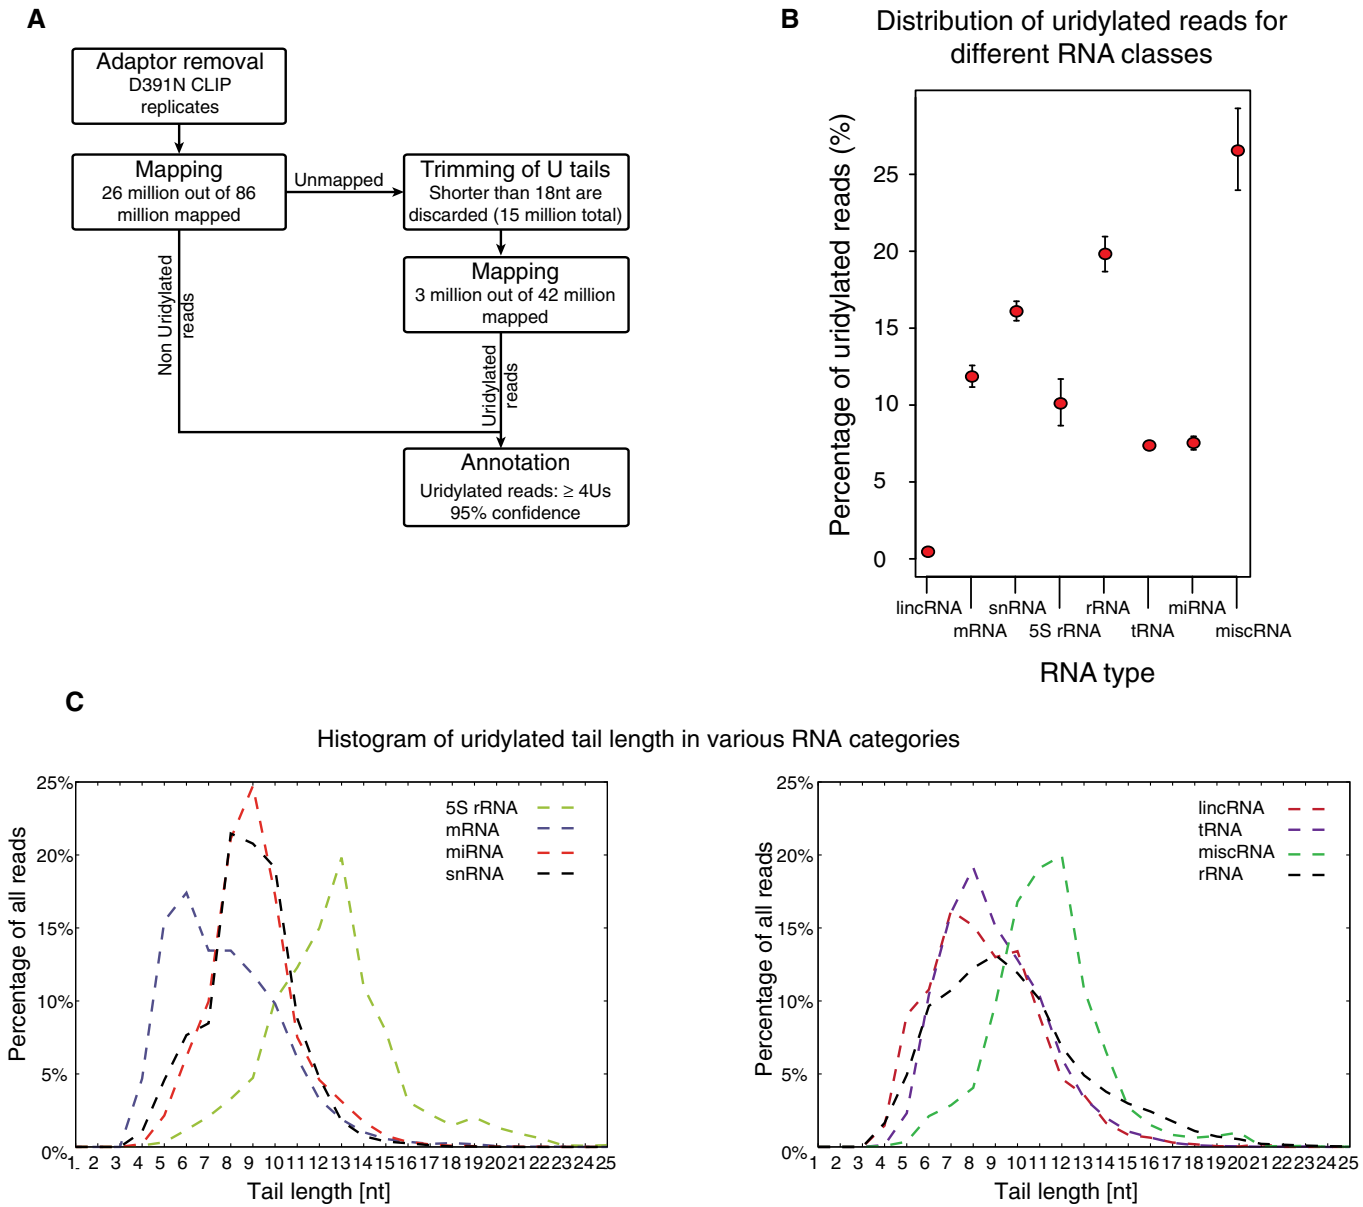

**Figure EV1. Analysis of D391N DIS3L2 CLIP.**  
A Schematic representation of CLIP data analysis.  
B Percentage of uridylated reads with at least 4Us for various functional categories of RNAs.  
C Distribution of untemplated oligo(U) extension lengths for reads in various RNA annotation categories.

**Figure EV2. Confirmation of DIS3L2 binding to aberrant forms of snRNAs by RIP followed by Sanger sequencing.**

- A The scheme showing the uridylated CLIP read coverage on mature snRNAs (in box below the graph) and regions downstream of their mature 3' termini (line below the graph). The position of forward PCR primers annealing to the mature snRNAs (U12 F and U5F F) and to the regions downstream of the mature 3' end (U12ext F and U5Fext F) is indicated at the bottom.
- B RT-PCR analysis of U12 and U5 snRNAs co-precipitated with D391N DIS3L2. D391N-bound RNAs were ligated to 3'-terminal linker. Linker-specific primer was used for cDNA synthesis. PCR amplification was performed using the 3' adaptor primer and primer specific to mature (U12 F and U5F F) or 3'-extended (U12ext F and U5Fext F) snRNAs, respectively. –RT ctrl is a PCR with RT reactions in which the reverse transcriptase was omitted, and PCR ctrl are controls where no cDNA was added. MW is molecular weight marker in base pairs (bp).
- C Summary of sequencing results of snRNAs co-precipitated with D391N DIS3L2. Both mature and extended snRNA reads are shown, and gene-specific primer used for PCR is represented by the white box. The untemplated nucleotides are in red. Point mutations are in small letters, deletions indicated by –, for space constrains, the sequences were shortened, and the positions of interruption are indicated by dots. Wherever we identified identical sequences, they are indicated by number of repetitions in brackets on the right.

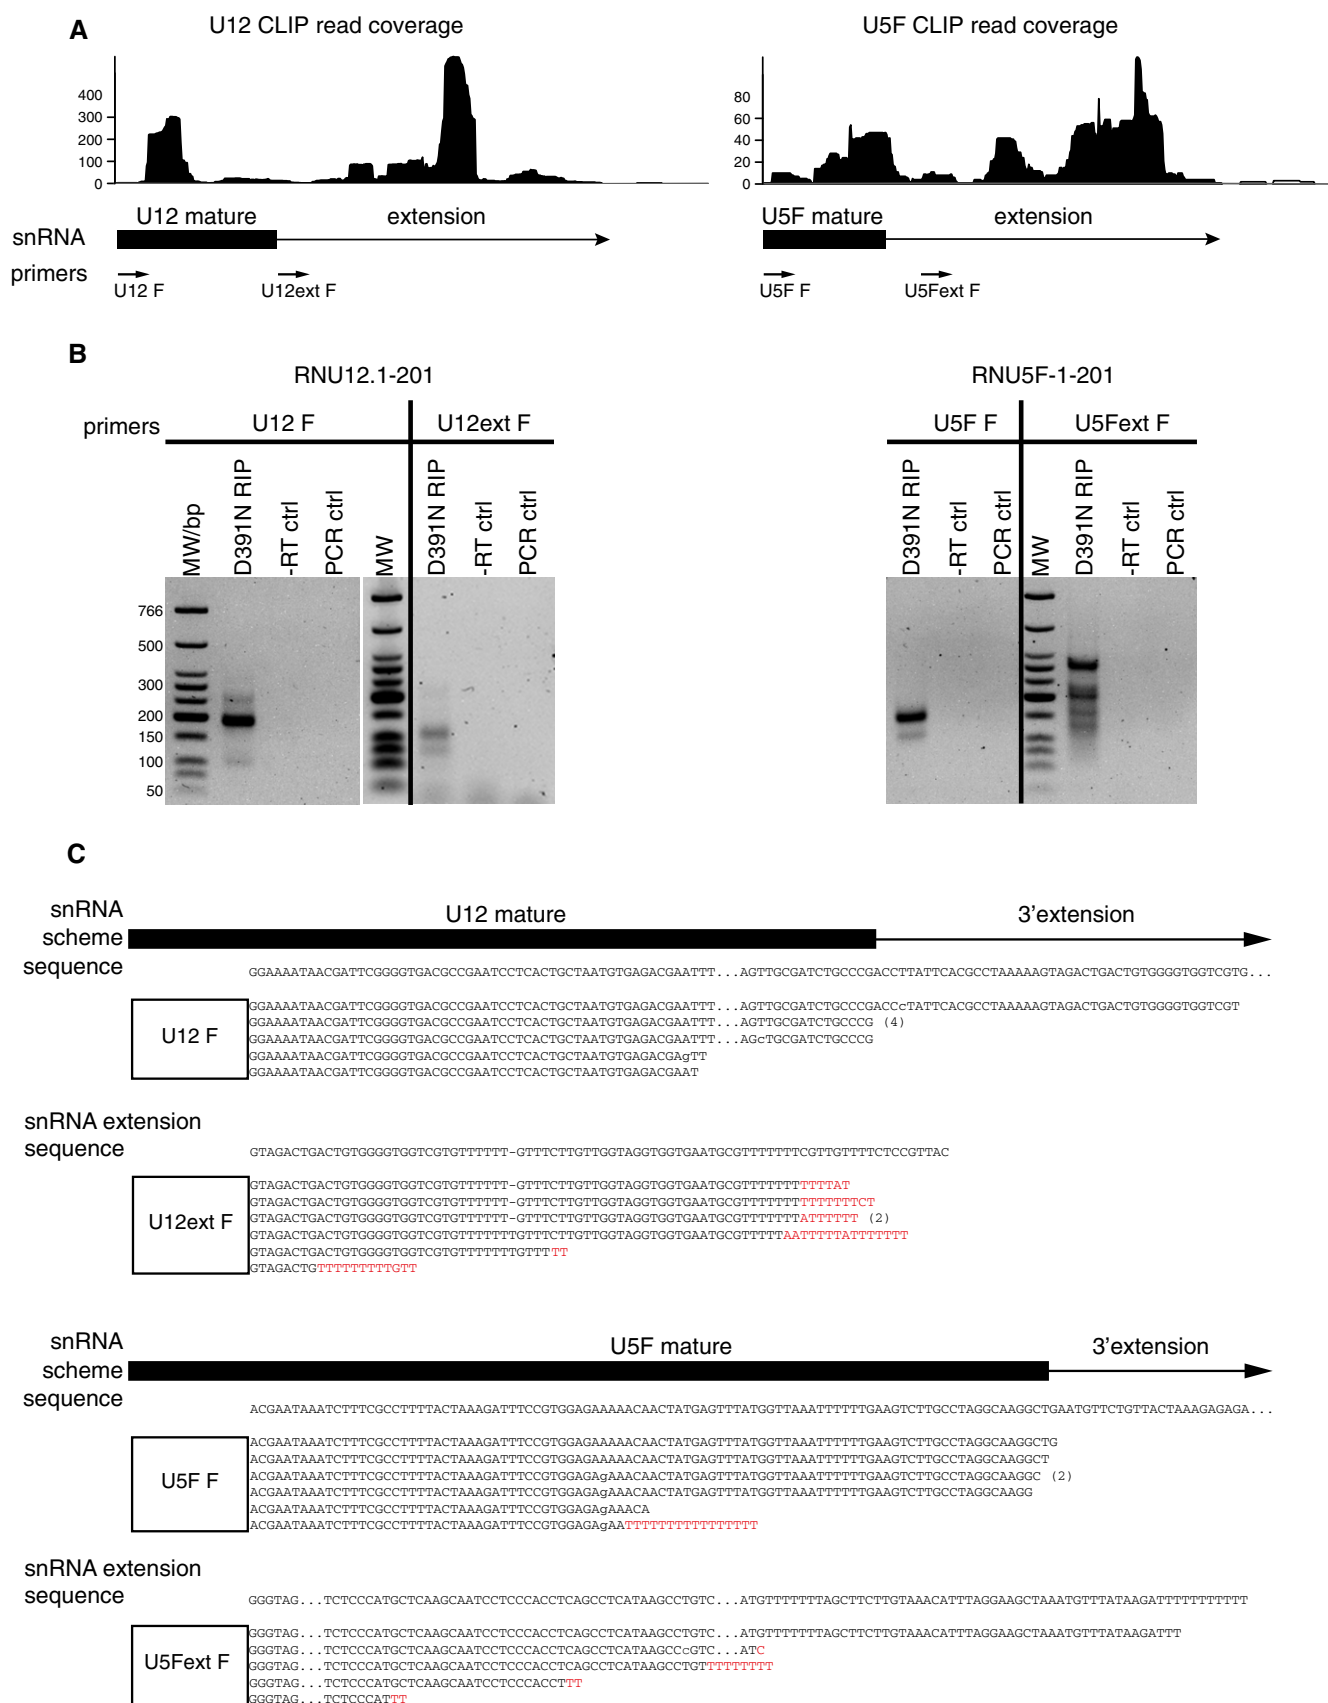

Figure EV2.

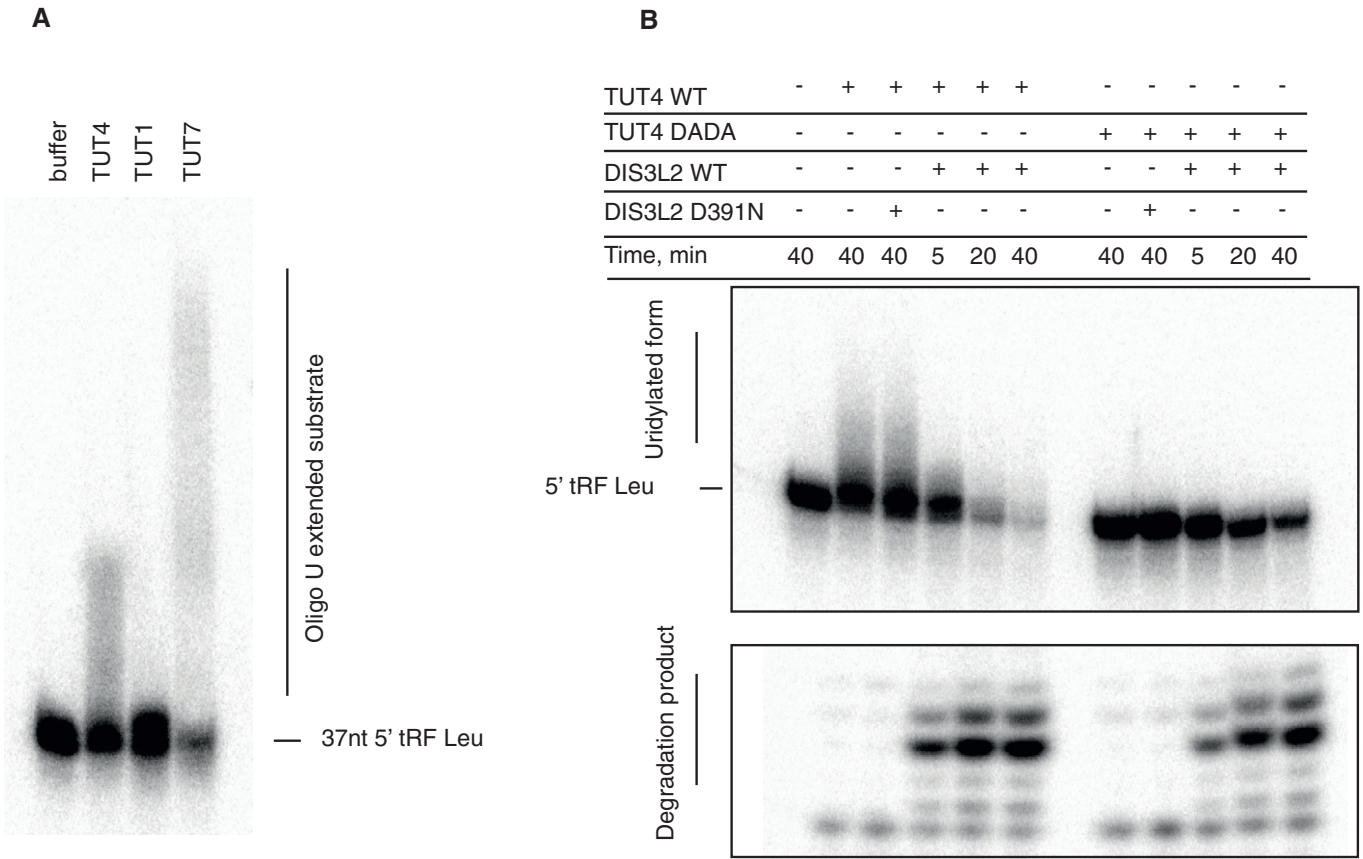

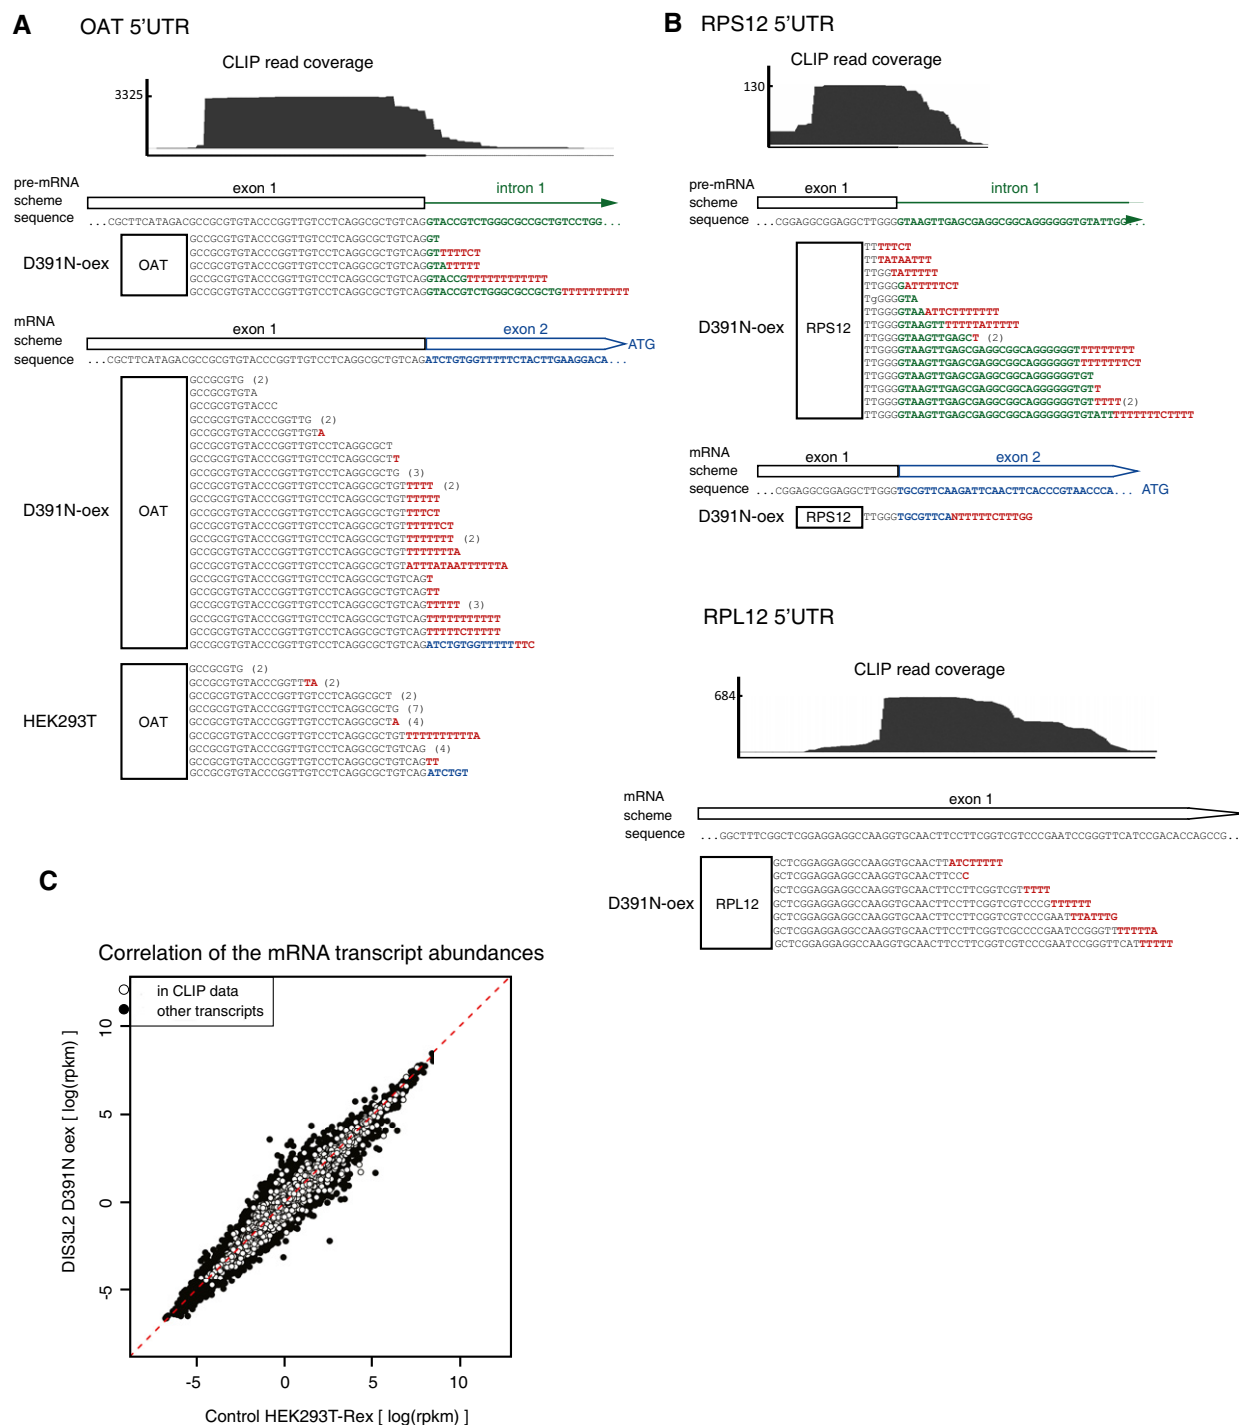

**Figure EV4. DIS3L2 binds short uridylated transcripts derived from promoters of protein-coding genes (U+ 5' mRFs).**

- A RT-PCR and sequencing analysis of the small RNA fraction isolated from the control HEK293T-Rex cell line and the cell line overexpressing D391N DIS3L2 (D391N-oex). Identification of uridylated transcripts of the *OAT* gene independent of DIS3L2 binding. The mature (spliced) first two exons are indicated below the graph together with the position of the translation start site (ATG). Gene-specific primer is represented by the white box. The untemplated 3'-terminal nucleotides detected by sequencing are shown in red. The numbers in brackets on the right indicate number of clones with identical sequences. Several clones from the D391N-oex cell line revealed uridylated unspliced transcripts that contained the first exon and part of intron 1 (schematically shown in the lower scheme).
- B Identification of uridylated transcripts of *RPL12* and *RPS12* genes. The results are represented as described in (A).
- C D391N DIS3L2 overexpression does not cause differential expression of protein-coding genes with DIS3L2-bound 5' UTR fragments. Scatter plot of transcript abundances estimated from RNA-seq from the cell line overexpressing D391N DIS3L2 and control HEK293T-Rex cells. CLIPed transcripts are marked in white.

How the deposited data were processed for this re-analysis (not part of the article)

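RNA-seq of D391N-expressing HEK293T-Rex cells (3 libraries) and control HEK293T-Rex cells (3 libraries) was analysed. The CLIP and RIP experiments were not analysed here, and the CLIPed targets were read from Table EV1 of the paper. For the RNA-seq, the authors trimmed reads with cutadapt, aligned them with Segemehl to Ensembl coding and non-coding transcripts of GRCh38 and estimated levels with BitSeq. The deposited values are, per library, the posterior mean of the natural log of RPKM and its posterior variance for 207167 transcripts. The authors' differential expression analysis by BitSeq was not repeated, since it needs posterior samples.

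The natural log values were exponentiated to RPKM and changed to log2(RPKM + 0.1). Transcripts with a mean of at least 1 RPKM over the 6 libraries were tested, 54671 in all, with limma 3.58.1 (linear model, empirical Bayes with trend) in R 4.3.3, and calls used a Benjamini-Hochberg adjusted p under 0.05. Tables and the plot were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Sets of at least 10 tested transcripts were compared with other transcripts by the difference of median log2 fold changes. A two-sided exact permutation test used the per-library medians. The camera test was run with estimated correlation and with a preset correlation of 0.01. Medians were also compared with 10000 lists matched on mean level in 10 bins, which leaves out the correlation between transcripts. The fry test asked only whether a set changed between the conditions. With 3 libraries against 3, the exact test cannot go below p = 0.10. Replicate numbers did not pair the libraries, because deviations of same-numbered libraries had correlations of 0.087, 0.055 and -0.11.

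Read totals are not part of the values used. The number of reads behind each value was estimated from its posterior variance, and relative depth from the level of transcripts without reads. The deepest library had 1.6 times the depth of the shallowest. These estimates cover counting and assignment error only, so a value whose reads match several transcripts counts as fewer reads. The procedure was tested on simulated data whose noise was independent between transcripts. A shift of -0.5 put into a set of 700 transcripts was recovered as -0.50, which does not test the set comparison where transcripts are correlated. Of 200 transcripts changed by 3 on the log2 scale, 41.5% were called, with 3 false calls. A low number of calls therefore does not show that few transcripts changed.

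The comparisons, tests, named genes and 1 group of alternatives were fixed before the data were examined: other pseudocounts, filters on low values, scalings, a replicate block, gene-level sums, limma without trend, other definitions of the targets, and each library left out. Other alternatives were chosen after seeing the data: a mean of at least 10 reads, a posterior variance of at most 0.1 in every library, values under 3 reads set to the level of 3 reads, transcripts of at least 200 nt, a background of the same biotype, and the top transcript of each protein-coding gene. The variance filter removes transcripts that are low in any library, including those that fell, and the filter on mean reads was added for that reason after its results had been seen. The genes named are DIS3L2, a list of other genes from the paper's text, the 5 transcripts that rose most and the 5 that fell most among those past the threshold without overlap of the conditions, and the 10 targets with the most uridylated reads. The list from the paper's text is not complete: it includes genes that the paper names only as background or in in vitro assays, such as ERI1, LIN28A, LIN28B and TUT7, and leaves out others that the paper names, such as 7SK. Other genes named were chosen after their values were seen. Symbols were found for 88.2% of the 63190 gene identifiers, and a length and biotype for 90.2% of the transcripts. Gene positions are from a GRCh37 annotation and windows are in hg19 as Table EV1 gives them. Target classes with fewer than 10 tested transcripts had no set test.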

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

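All tests in this part were chosen only after the results were seen.

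Of the 33 transcripts past the threshold, 30 were neither CLIPed targets nor from DIS3L2, and the paper does not report on them. Of the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 split, gave as many. Each of the other splits gave 0, with between 658 and 3848 transcripts at an unadjusted p under 0.05, but 10 splits cannot give a share under 0.05. Of the 30, 25 come from genes with several transcripts. For 21 of these the summed level of the gene moved less than 2-fold, which argues against a change in the total RNA of those genes. Division of reads between isoforms that differs between libraries for reasons other than D391N may account for part of them: transcripts that moved over 16-fold while their gene moved less than 2-fold numbered at least 299 in pairs of D391N replicates, and between 17 and 45 in pairs of controls. Binding by D391N stays open, since 0 CLIPed targets passed the threshold (153 had an unadjusted p under 0.05), and with 740 targets among 54671 tested transcripts a list of 33 is too short to show their absence. Without D391N replicate 1, 61 of the 4961 transcripts past the threshold were targets. What the remaining transcripts reflect was not tested further.

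The median log2 fold change of 577 snRNAs not in Table EV1 was -1.61, a fall in RNAs the paper did not discuss in the RNA-seq. Relative to other transcripts, these snRNAs were at 0.25, -1.45 and -0.93 in D391N replicates 1, 2 and 3 and at 0.90, 0.42 and 1.29 in the controls (two-sided exact permutation test, p = 0.10). The fall was strongest in D391N replicate 2. Loss of short RNA whatever its class cannot be told apart from other causes, since the values go both ways. Mitochondrial tRNAs (22, none in Table EV1) had a median log2 fold change of -1.91 (exact p = 0.30) and 300 snoRNAs not in Table EV1 had -1.45 (exact p = 0.20), with D391N replicate 1 inside the range of the controls for both. Transcripts under 200 nt took 2.36%, 0.352% and 1.53% of the reads in D391N replicates 1, 2 and 3, below the 3.08%, 3.04% and 2.82% of the controls. By contrast, 134 other RNAs under 200 nt with a mean of at least 10 reads differed by -0.25 between the conditions (exact p = 0.40). Division of reads between U6 copies alone is argued against by the sum over all U6 copies, which had a log2 fold change of -2.88 and was lower in each D391N library than in each control. The sum over 553 other snRNAs did not separate the conditions (log2 fold change -0.99, exact p = 0.50), and D391N replicate 3, at 135470 RPKM, was above control replicate 3, at 66367 RPKM. Whether CLIPed snRNAs fell more than other snRNAs cannot be told apart from no difference: the difference was -0.25 (exact p = 0.50). The other snRNAs also appear to include CLIPed ones. The paper's Appendix lists RNU5D-1 and RNU5F-1 as CLIPed, and Table EV1 as read here gave no uridylated reads for them. Library preparation and an effect of the D391N line both stay open.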

How the results depend on the processing

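The settings named as added were chosen only after the data were seen; the others were fixed in advance. The cause was not tested for any change below, except where the setting's construction shows it.

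No CLIPed target passed the threshold with the settings of the reported values, but 61 did without D391N replicate 1 and 2 did with pseudocount 1, against 0 in the other settings where it was counted (153 at an unadjusted p under 0.05 in the reported values). Adjusted over the list alone, 59 and 6 passed in these, 24 genes at gene level, 2 without control replicate 1, and in added settings 20 with the variance filter and 4 with the 3-read level. These counts were made for each setting only after the data were seen.

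The difference of the CLIPed targets from other transcripts and that of the snRNA and mRNA classes stayed negative under each setting run; miscRNA was 0.0047 with values under 3 reads set to the level of 3 reads (added). The side of the threshold depended on the correlation assumed. With the preset correlation the p was 0.010 for all targets, 5.4e-07 for snRNA, 0.022 for mRNA, 0.010 for miscRNA, 0.047 for mRNA against other mRNA, 0.015 for exon-intron and 5.8e-05 for histone targets, at unchanged differences of -0.16, -1.77, -0.13, -0.87, -0.10, -0.32 and -0.69. With fry, which asks only whether a set changed, the p was 0.019 for all targets and 0.024 for mRNA. It was 0.023 for mRNA against other mRNA and 0.0080 for exon-intron targets. Fry gave 0.060 for snRNA, 0.105 for miscRNA, 0.059 for histone and 0.36 for lncRNA targets. With a replicate block, fry gave 0.076 for all targets, 0.11 for mRNA and 0.11 for mRNA against other mRNA. The preset p for mRNA against other mRNA was then 0.063. With no filter on low values the differences were -0.21 for the 1231 targets (camera p = 0.023, exact permutation p = 0.10) and -0.22 for the 945 mRNA targets (camera p = 0.042, exact permutation p = 0.10). The exon-intron difference was -0.16 with a mean of at least 0.1 RPKM, -0.13 with all transcripts of each gene and -0.21 at gene level, and that of mRNA against other mRNA was -0.035 with all transcripts of each gene. The lncRNA difference changed sign: -0.060 with a mean of at least 0.1 RPKM, -0.069 with no filter, -0.042 at gene level, -0.11 with all transcripts of each gene, -0.076 with at least 100 uridylated reads, and among the added settings -0.097 with at least 10 reads, -0.12 with the variance filter and -0.015 with the same biotype.

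The number of transcripts past the threshold was 142 with pseudocount 1, 17 with at least 5 RPKM, 18 with no filter, 7 with a replicate block and 52 without the trend, and in added settings 57 with at least 10 reads, 12 with the variance filter and 79 with the 3-read level. The overall shift was -0.073 with at least 0.1 RPKM (exact p = 0.10, against 0.30 for the value reported), and it turned to 0.0081 with at least 5 RPKM and to 0.015 with no filter, and median centring and quantile normalization give no shift by construction. The correlation of the conditions was 0.711 with at least 5 RPKM, 0.949 with no filter, 0.941 at gene level and 0.960 with the variance filter. Large changes among targets came to 13.9% with pseudocount 1, 17.9% with no filter, 8.76% at gene level, 26.7% with all transcripts of each gene, 32.2% with at least 100 uridylated reads, and in added settings 16.6% with at least 10 reads, 9.14% with the variance filter, 16.8% with the 3-read level and 16.7% with at least 200 nt. The correlation of uridylated reads with change was -0.20 with at least 5 RPKM, -0.041 with no filter and -0.19 with at least 100 uridylated reads. DIS3L2 came to -0.033 with the variance filter, because that filter removes the 3 transcripts that rose. Each of these had a variance above 0.1 in at least 1 control library. The value then rests on 2 transcripts, not both among those tested at a mean of at least 1 RPKM.

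Across the 6 fits that each left out 1 library, the number past the threshold ran from 2 to 4961 (4961 without D391N replicate 1), the lncRNA difference from -0.037 to 0.14 and large changes from 15.7% to 26.8%. The last was highest without D391N replicate 1 and lowest without D391N replicate 2. The overall shift ran from -0.11 (without control replicate 3) to -0.039 (without D391N replicate 3 or control replicate 2), and the correlation of the conditions from 0.723 to 0.871. DIS3L2 stayed between 5.36 and 5.60. The difference of all targets stayed between -0.21 and -0.087 and its camera p between 0.202 and 0.295. These differences were closest to 0 without D391N replicate 2: -0.087 for all targets, -1.15 for snRNA, -0.45 for miscRNA, -0.068 for mRNA, -0.091 for mRNA against other mRNA, -0.22 for exon-intron and -0.23 for histone targets.

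Among named transcripts, DIS3L2 ENST00000409401 (from -0.27 to 0.25 across the fits without 1 library), RNA5S9 (-1.82 to 1.04) and RNA5SP202 (-1.67 to 0.28) changed sign with single libraries. DIS3L2 ENST00000409401 turned to 0.038 with median centring, 0.25 without D391N replicate 3 and 0.020 without control replicate 2; RN7SL1 to 0.069 with quantile normalization; RNA5S9 to 0.22 without D391N replicate 2 and 1.04 without control replicate 3; RPS12 ENST00000484616 to 0.023 without D391N replicate 3 and 0.0026 without control replicate 1; and RNA5SP202 to 0.28 without control replicate 3. At gene level CYCS was 0.39, PSMA4 0.75 and PPAN -0.71. In the settings fixed in advance, 52 other values of named transcripts became weaker and 7 stronger. The 7 passed the threshold without D391N replicate 1: VTRNA1-2, RNU2-2P, SNORD118, RNU5B-1, RNU5D-1, TUT4 and AGO2, of which TUT4 was higher. The TUT4 and AGO2 values are of single isoforms, ENST00000473856 and ENST00000517293. Gene-level sums, fitted with all libraries, had log2 fold changes of 0.59 for TUT4 and -0.32 for AGO2 (limma adjusted p = 0.204 and 0.590). Depth and the division of reads between transcripts limit the results. By the posterior variance, which carries both, 54.9% of the table had the precision of fewer than 3 reads in every library.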

Differences from the paper's values

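No test in this part was chosen after the result was seen. The paper's Appendix gives 2991 significant windows, and Table EV1 as read here holds 1533. None of the alternatives set before the data were examined bears on this count.

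The paper states that CLIPed targets were not distinguishable from other transcripts in their expression change. The difference found here was -0.16, with camera p = 0.215 at the estimated correlation, but the preset correlation (p = 0.010), fry (p = 0.019) and no filter on low values (-0.21, p = 0.023) each place the targets below other transcripts. Other settings fixed in advance lie nearer to the paper's statement: at gene level the difference was -0.059 (exact p = 0.40, camera p = 0.147, preset p = 0.149), with D391N replicate 3 above each control, and with all transcripts of each gene it was -0.066 (exact p = 0.10, camera p = 0.417, preset p = 0.524), while fry gave p = 0.0011 and 0.011 for these. With a replicate block, also fixed in advance, fry gave p = 0.076 and the preset correlation p = 0.013 for the targets. The paper also states an overall small decrease. Since RPKM is relative to library size, a fall of all RNA alike cannot show in the values used here. The median log2 fold change found here was -0.072, with overlapping libraries (exact p = 0.30). It was -0.073 without overlap with a mean of at least 0.1 RPKM (exact p = 0.10), and it was 0.0081 with at least 5 RPKM and 0.015 with no filter.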

Other observations

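All tests in this part were chosen only after the results were seen, and PCDH19, TENM1, ZNF22 and RN7SK were chosen after their values were seen.

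D391N replicate 1 lay closer to the controls (Pearson r 0.823 to 0.853) than to D391N replicates 2 and 3 (0.659 and 0.755). Without it, 4961 transcripts passed the threshold. Of these, 74.3% moved in the same direction in D391N replicate 1, with a median size of 23.5% of the change in the other replicates. Both changes were measured against the same controls, which by itself favours agreement. What no change in D391N replicate 1 would give was not worked out, so these values do not decide whether it changed. A mislabelled sample is argued against by DIS3L2, at 366 RPKM in this library. Recovery of short RNA alone is argued against because 8.81% of the 4961 transcripts were under 200 nt (3.29% of those tested). RNA of control cells mixed into the library cannot be told apart from other causes by the test first set for it: over 6 protein-coding genes under 10% of control in D391N replicates 2 and 3, D391N replicate 1 was at a median of 17.4% of control, and at 0.070% to 117%, too few genes and too wide a range. Looked at after that result, CEBPE, PCDH19, TENM1 and ZNF22 were at 0.070%, 6.37%, 4.11% and 1.16% of control in D391N replicate 1, which such a mixture at a large share could not give, but these genes were picked because they were low in all D391N libraries.

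At gene level 28 genes fell and 1 rose among 20714 tested. CEBPE (chromosome 14 of GRCh37, 23586245 to 23589465) was at 0.025 ± 0.016 RPKM (SD, n = 3) with D391N and at 61.0 ± 8.86 RPKM (SD, n = 3) in controls, at least 757-fold lower. Of the 28 genes, 11 were U6 or 7SK copies. Binding of D391N to the transcripts of these genes was not decided: 0 of the 28 are in Table EV1, where 5.40% of the tested genes are. With 1 D391N cell line and 1 control line, a difference between the lines that does not come from D391N cannot be told apart from an effect of D391N.

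Transcripts past the threshold without overlap of the conditions were ranked by fitted log2 fold change, also where a lower bound is printed. Those that rose most besides DIS3L2 were RANBP1 ENST00000411892 (log2 fold change 6.81, adjusted p = 0.029) and CALM2 ENST00000489742 (at least 11.5-fold, adjusted p = 0.047). ALDOA ENST00000564688 ranked below CALM2 but had a higher bound (at least 15.0-fold). Those that fell most besides CEBPE were RPL3 ENST00000401609 (log2 fold change -8.11, adjusted p = 0.048), CYCS ENST00000413447 (at least 41.2-fold, adjusted p = 0.0043), PSMA4 ENST00000560737 (at least 26.5-fold, adjusted p = 0.0091) and GAPDH ENST00000619601 (log2 fold change -6.14, adjusted p = 0.048). These are single isoforms, and the summed levels of CYCS and PSMA4 moved in the other direction (log2 fold change 0.39 and 0.75, neither past the threshold).

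RN7SK, which is in Table EV1, had 3449 ± 2054 RPKM (SD, n = 3) with D391N and 17022 ± 5465 RPKM (SD, n = 3) in controls (log2 fold change -2.43, limma adjusted p = 0.113). Apart from DIS3L2, of which 3 transcripts passed, none of the 18 tested transcripts from the list of genes fixed in advance, which leaves out 7SK, passed the threshold with the settings of the reported values (lowest limma adjusted p = 0.222, and 2 unadjusted p under 0.05). Of these transcripts, RNU5D-1 and single isoforms of TUT4 and AGO2 passed without D391N replicate 1.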
